# Transcriptomic insights into the healthspan-enhancing effects of *C. chinensis* seed and *E. ulmoides* bark extracts in *Caenorhabditis elegans*

**DOI:** 10.1007/s10522-025-10349-1

**Published:** 2025-11-13

**Authors:** Shimaa M. A. Sayed, Anna Pitas, Christian Schmitz-Linneweber, Nadine Saul

**Keywords:** *Caenorhabditis elegans*, *Cuscuta chinensis*, *Eucommia ulmoides*, Traditional Chinese medicine, Aging, *far-3*

## Abstract

Healthspan, the disease-free period of life, has become a central focus in aging research. *Cuscuta chinensis* seed and *Eucommia ulmoides* bark extracts, two traditional Chinese medicine (TCM) remedies, have shown promising healthspan-extending effects in *Caenorhabditis elegans*. In this study, RNA-seq analysis of aged worms treated with these extracts revealed significant transcriptomic alterations. Gene ontology and KEGG pathway analyses indicated upregulation of genes involved in immune defense, lysosomal function, and protein homeostasis, which may underlie the shared phenotype of enhanced stress resistance and lifespan extension. Beyond these effects, *C. chinensis* further improved multiple health parameters. Consistent with its broad spectrum of phenotypes, *C. chinensis* induced extensive transcriptomic remodeling involving over 3000 differentially expressed genes. Modulating collagen-, *unc*-, and muscle-related genes may explain improved locomotion, while upregulation of *mec* genes could contribute to enhanced mechanosensation. Notably, *far-3*, encoding a fatty acid- and retinol-binding protein, was upregulated more than 150-fold, and RNA interference assays demonstrated that FAR-3 is necessary for *C. chinensis*-induced healthspan improvement. Furthermore, *C. chinensis* influenced genes linked to antagonistic pleiotropy and insulin-like signaling, suggesting a systemic, hormesis-driven reprogramming of aging processes. Together, these findings uncover both shared and distinct molecular mechanisms through which *C. chinensis* and *E. ulmoides* promote healthspan in *C. elegans*.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10522-025-10349-1.

## Introduction

Aging is a ubiquitous phenomenon characterized by a decline in cognitive and physical abilities, the onset of age-related diseases (ARDs), reduced stress tolerance, and overall frailty. Although commonly regarded as “natural” and therefore inherently unavoidable, aging is in fact influenced by lifestyle (Gao et al. 2018; Sanada et al. 2025) and can be modified through genetic intervention (Apfeld and Alper 2018; Kenyon et al. 1993; López-Otín et al. 2023). In an effort to prioritize quality of life over duration, a particular focus has emerged in aging research—healthspan, the period of an individual's life free from ARDs and age-related disabilities (Kaeberlein 2018; Masfiah et al. 2025). Healthspan has neither a defined start nor an end; it is a dynamic variable representing the physiology and disease mechanisms unique to each organism (Hansen and Kennedy 2016), as well as a tool to quantify the effects of genes, environmental parameters, and health interventions (Kaeberlein 2018). A key objective in aging research is to identify genetic interventions that enhance healthspan without adversely affecting lifespan.

Traditional Chinese medicine (TCM) is an herbal medical system widely used throughout Asia, with a history spanning thousands of years (Jiashuo et al. 2022). Since the 1950s, efforts to integrate TCM into Western medicine (WM) have emphasized the need for rigorous evaluation of TCM efficacy to identify treatments that genuinely improve human health (Fung and Linn 2015; Xu et al. 2013). These efforts were reinforced by the eleventh revision of the International Statistical Classification of Diseases and Related Health Problems (ICD-11) adopted by the World Health Organization (WHO) in 2019 (Harrison et al. 2021). ICD-11 acknowledges the contribution of TCM to WM and supports further rigorous testing and quality control of TCM products (Lam et al. 2019; Liu et al. 2015). A notable example of a successful TCM-derived drug is the antimalarial artemisinin, whose discovery and development earned Tu Youyou the 2015 Nobel Prize in Physiology or Medicine (Tu 2016). Nonetheless, ongoing database analyses (Fang et al. 2021) and randomized controlled clinical trials continue to explore the efficacy of TCM, and the extent of its integration into WM remains under evaluation (Hu et al. 2025).

*Cuscuta chinensis* Lam. (*C. chinensis*), a parasitic plant (Tanase et al. 2012) distributed across Africa and Asia, is one of the earliest and most widely prescribed TCM therapeutics (Donnapee et al. 2014). It has been associated with various health benefits, including protective and therapeutic effects against multiple aging-related diseases (Donnapee et al. 2014; Wu et al. 2022b; Yang et al. 2017). To distinguish genuine biological effects from potential placebo responses, studies have aimed to document and metabolically explain these claims in humans, cell cultures, and model organisms (Kang et al. 2014; Sun et al. 2014; Wang et al. 2014; Wei et al. 2019; Wu et al. 2018; Yang et al. 2011). Some studies have validated these effects, offering mechanistic insights, whereas others remain exploratory. *Eucommia ulmoides* Oliv. (*E. ulmoides*) is another important medicinal plant in TCM. Its bark, leaves, staminate flowers, and seeds are edible and valued for promoting vitality, strengthening bones, and enhancing stress resistance (Peng et al. 2024). Recent research indicates that *E. ulmoides* exhibits antioxidant, anti-inflammatory, and antidiabetic activities, along with positive effects on immune function and bone metabolism (Huang et al. 2025; Kołtun-Jasion et al. 2025; Yang et al. 2024). These properties are largely attributed to its high content of flavonoids, polysaccharides, and other bioactive natural compounds (Li et al. 2025; Liu et al. 2025).

To study aging efficiently, *Caenorhabditis elegans* (*C. elegans*) offers significant advantages over other model organisms (Roussos et al. 2023; Son et al. 2019; Tissenbaum 2015; Weinkove 2024; Zarroug 2025). *Caenorhabditis elegans* is a one-millimeter-long, self-fertilizing hermaphrodite nematode with a transparent cuticle that allows direct observation of internal structures under a dissecting microscope (Strange 2006; Tissenbaum 2012). With a short lifespan of approximately 12–17 days (maximum 25–30 days at 20 °C) (Gems and Riddle 2000), aging phenotypes appear within 7–10 days of hatching. The organism exhibits age-related declines similar to humans, including muscle atrophy, reduced mobility, immune decline, decreased stress resistance, and tissue degeneration (Tissenbaum 2012). Additional aging features include the accumulation of autofluorescent material, reduced pharyngeal pumping, and impaired neuronal transmission, leading to weakened mechanosensation, learning, and memory (Chew et al. 2013; Liu et al. 2013). These age-associated traits were used in our study to evaluate the health of *C. elegans* during aging and to compare treated and control groups. In all experiments, treatments were initiated in young adult worms to ensure that aging changes were measured in fully matured individuals with unperturbed development.

In our previous studies, both *C. chinensis* seed and *E. ulmoides* bark extracts exerted beneficial effects on *C. elegans* healthspan (Sayed et al. 2022, 2021). Treated worms exhibited extended lifespan and improved survival under heat and oxidative stress, as well as resistance to the pathogen *Photorhabdus luminescens*. In addition, both extracts reduced intracellular reactive oxygen species levels in 12-day-old adults. However, *C. chinensis* additionally enhanced locomotion, short-term memory, and mechanosensory responses while reducing intestinal autofluorescence in aged worms, indicating broader anti-aging benefits compared to *E. ulmoides* (Sayed et al. 2022, 2021). To explore whether these distinct physiological outcomes arise from different molecular mechanisms, we compared transcriptomic profiles of *C. elegans* treated with *E. ulmoides* and *C. chinensis* extracts. This approach provides deeper insight into how distinct TCM compounds modulate aging-related pathways in *C. elegans*.

## Methods

### Preparation of TCM extracts

*Eucommia ulmoides* bark and *Cuscuta chinensis* seeds were sourced from the Beijing Tong Ren Tang Chinese Medicine Company (Beijing, China). Organic extracts of these plants were prepared and provided by AnalytiCon Discovery GmbH (Potsdam, Germany). Briefly, 20 g of dried *C. chinensis* seeds or *E. ulmoides* bark were extracted at room temperature using a solvent mixture of tert-butyl methyl ether (MTBE), methanol (50:50, 75 mL total volume) followed by 100% methanol (volume 75 mL). Extraction was supported by 15 min of sonication and two hours of maceration. The extracts were combined, dried at 45 °C under a continuous airflow for four hours, and subsequently stored in the dark at 4 °C. Before experimental application, the extracts were freshly dissolved and diluted in DMSO.

### *Caenorhabditis elegans* maintenance

The wild-type N2 Bristol *C. elegans* strain and *Escherichia coli* feeding strain OP50 were obtained from the Caenorhabditis Genetics Center (Minneapolis, MN, USA). Worms were maintained on nematode growth medium (NGM) agar plates seeded with *E. coli* OP50, following the methods established by Sydney Brenner (1974). Synchronized worms were regularly generated by treating young adults with a 3% sodium hypochlorite solution until eggs were isolated, based on a protocol from Stiernagle (2006). The obtained eggs were incubated with overnight shaking in M9 buffer, and the hatched L1 larvae were transferred to new NGM plates the following day. Two days later, the nematodes reached the fourth larval stage (L4) and were transferred to the respective treatment plates.

### Treatment of *C. elegans*

*C. chinensis* and *E. ulmoides* extracts were dissolved in dimethyl sulfoxide (DMSO) to prepare stock solutions at a concentration of 60 mg/mL. These stock solutions were diluted to a final concentration of 30 μg/mL in both NGM agar plates and the corresponding bacterial food source. DMSO (0.05%) was used in the control feeding bacteria and NGM agar. Synchronized, untreated L4 larvae were transferred onto NGM agar plates supplemented with 2 mg/mL carbenicillin. 5-fluorodeoxyuridine (FUdR, 100 μM) was added to the NGM plates to inhibit progeny production (Hosono 1978). IPTG (1 mM) was only added to NGM plates that were used for RNAi experiments. The nematodes were incubated at 22 °C until they reached the adulthood stage required for each respective bioassay (described below).

### RNA-sequencing (RNA-seq) analysis

Total RNA was extracted from wild-type *C. elegans* that had been treated with either *E. ulmoides* or *C. chinensis* from the L4 larval stage until the 12th day of adulthood. Extraction was performed using the innuSPEED Tissue RNA Kit (Analytik Jena, Jena, Germany). On the 12th day of adulthood, approximately 3000–4000 worms were collected per tube, transferred into lysis tubes containing steel beads, and immediately stored at − 80 °C. RNA isolation followed the manufacturer’s protocol. To eliminate residual DNA, the TURBO DNA-free™ Kit (Thermo Fisher Scientific, Darmstadt, Germany) was applied as a final step. The RNA content of each sample was measured using a NanoDrop™ One Microvolume UV–Vis Spectrophotometer (Thermo Fisher Scientific, Waltham, USA), and RNA integrity was verified by gel electrophoresis.

RNA library preparation and transcriptome sequencing were conducted by Novogene Co., Ltd. (Beijing, China). Briefly, a total of 1 μg RNA per sample was used as input for RNA sample preparation. Sequencing libraries were generated using the NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA), following the manufacturer’s recommendations. First-strand cDNA was synthesized using random hexamer primers and M-MuLV Reverse Transcriptase (RNase H −). Second-strand cDNA synthesis was subsequently performed using RNase H and DNA Polymerase I. To select cDNA fragments of approximately 150–200 bp, library fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, USA).

PCR amplification was then performed using Phusion High-Fidelity DNA Polymerase, Universal PCR primers, and Index (X) Primer. Final PCR products were purified (AMPure XP system), and library quality was assessed using the Agilent Bioanalyzer 2100 system. Clustering of index-coded samples was performed on a cBot Cluster Generation System using the PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, libraries were sequenced on an Illumina platform, and paired-end reads were generated.

The read count data were analyzed using DEBrowser (Kucukural et al. 2019), an R-based tool, in combination with the Bioconductor package edgeR. Differential expression analysis was performed following trimmed mean of M-values (TMM) normalization, and genes with counts per million (CPM) below one were filtered out. Genes were classified as differentially expressed (DEGs) if their *p*-value, adjusted via the Benjamini–Hochberg method in DEBrowser, was below 0.05 and their fold change exceeded 1.5 or was below 0.667. Further functional analysis of DEGs was conducted using the DAVID (Database for Annotation, Visualization, and Integrated Discovery; Huang et al. 2009a, 2009b) online platform to identify associated Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and Gene Ontology (GO) terms (Ashburner et al. 2000). The raw RNA-seq data have been submitted to NCBI’s Gene Expression Omnibus (GEO; Edgar et al. 2002) under the accession number GSE274478 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274478).

### Quantitative polymerase chain reaction (qPCR)

Quantitative PCR (qPCR) analysis was performed using the Luna® Universal qPCR Kit (New England BioLabs, Frankfurt am Main, Germany) in conjunction with the MyiQ™ Single-Color RT-PCR Detection System (Bio-Rad, Hercules, CA, USA). Each sample was analyzed in three independent biological replicates, with technical triplicates for each biological replicate. Fold change calculations were performed using the method described by Pfaffl (2001), with *act-1* and *cdc-42* as reference genes for normalization. Detailed information on primer sequences, annealing temperatures, primer efficiencies, and the qPCR cycling protocol is provided in Supplementary Data S1 and S2.

### RNA interference

To downregulate the target gene via RNA interference (RNAi), the *far-3* RNAi feeding strain was constructed by restriction-based plasmid cloning (Supplementary Data S3). The target sequence from genomic *C. elegans* DNA was amplified using the *far-3* RNAi primer pair, which includes the restriction sites Pst-1 (forward) and Sac-II (reverse). The product (485 bp) was ligated into a L4440 plasmid (2790 bp) using T4 ligase. Before ligation, the PCR product and vector were purified using the Monarch® PCR & DNA Clean up Kit (5 μg). The DNA concentration and purity were determined via NanoDrop measurement. 50 ng of the vector was used in the ligation step while the mass of PCR product needed for the ligation was calculated to have the molar ratio 5:1 of vector to PCR product.

The plasmid was first transformed into *E. coli* DH5α cells (obtained from Thermo Fischer Scientific), then into *E. coli* HT115 (from the Caenorhabditis Genetics Center (Minneapolis, MN, USA)), and finally sequenced to verify the correct insert sequences. The BLASTN (Boratyn et al. 2012) results are shown in Supplementary Data S4.

Prior to use, the fresh feeding bacteria, which were grown at 37 °C overnight in LB medium spiked with 2 mg/mL carbenicillin, were treated with 1 mM IPTG for two hours, then washed with 3 g/L NaCl, and adjusted to a density of OD_595_ = 9. The bacteria were distributed on NGM plates containing 1 mM IPTG and 2 mg/mL carbenicillin at least one day before use. Nematodes fed with empty vector (EV) feeding bacteria served as a control.

### Verification of RNAi efficiency

To assess RNAi efficiency via bacterial feeding in *C. elegans*, single-worm RT-qPCR was conducted on the third day of adulthood, following the method described by Ly et al. (2015). At this developmental stage, four nematodes were rinsed in a drop of M9 buffer and placed into 4 µL of freshly prepared Worm Lysis Buffer in a PCR tube. Three biological replicates were prepared for nematodes exposed to *far-3* RNAi, and another three for the EV bacteria-treated group.

Lysis tubes were incubated in a thermocycler at 65 °C for 10 min, followed by 1 min at 85 °C to inactivate proteinase, and were then placed on ice. Genomic DNA removal and cDNA synthesis were performed using the Maxima H Minus cDNA Synthesis Kit (Thermo Fisher), according to the manufacturer’s instructions. To generate a negative control (− RT), 15 µL of each cDNA sample was divided into two equal portions; 7.5 µL were transferred into a separate PCR tube. For both the sample and control tubes, 7.5 µL of ddH₂O and 4 µL of 5 × RT buffer were added. The Maxima H Minus enzyme mix (1 µL) was added to the sample tubes, while 1 µL of ddH₂O was used for the controls. Samples were incubated using a predefined thermocycler protocol (see Supplementary Data S5). After incubation, 5 µL of ddH₂O was added to each tube, and samples were stored at − 80 °C until RT-qPCR analysis. The qPCR procedure was carried out as previously described.

### Lifespan and heat survival assays

To determine the effect of the downregulation of *far-3* on lifespan as well as survival after heat stress, 100–125 synchronized L4 larvae per treatment were transferred onto four small RNAi agar plates seeded with either the EV RNAi feeding bacteria (control), the *far-3* RNAi feeding strain, or the *far-3* RNAi feeding strain supplemented with 30 μg/mL *C. chinensis* extract. For the lifespan assay, the plates were incubated at 22 °C, and the worms were transferred to fresh treatment plates regularly every seven days. Living and dead nematodes were counted daily until all worms had died. Animals that had ruptured or left the agar surface were excluded from analysis.

For the heat stress assay, control and treated worms were incubated at 37 °C for 3 h on the 12th day of adulthood and the number of surviving nematodes was monitored daily to determine their heat stress resistance. The experiment was repeated independently twice.

### Swimming behavior

The swimming behavior of *far-3* RNAi-treated nematodes was assessed and analyzed using CeleST software (version 3.1) (Restif et al. 2014). On the 12th day of adulthood, 6–10 worms were placed into wells (0.5 mm depth, 10 mm diameter) on a microscope slide, filled with M9 buffer and covered with a coverslip to enhance visualization. Videos of 60 s were recorded for each well, with at least 50 nematodes analyzed per treatment group. For image processing, every other frame was extracted, and the grayscale and invert modes were applied using Adobe Photoshop (version 19.1.7). The wave initiation rate, activity index, brush stroke, and body wave number were subsequently quantified using CeleST.

### Autofluorescence

Autofluorescence in control and treated *C. elegans* was measured on the 12th day of adulthood, following the method described in Pincus et al. (2016). For each treatment group, approximately 20–50 nematodes were placed on a 2% agarose pad atop a microscope slide and immobilized using 1 M sodium azide. Red autofluorescence was visualized and recorded using an Axiolab fluorescence microscope equipped with a TRITC filter set (excitation: 546 nm; emission: 600 nm) and a ProgRes C12 digital camera. A 10 × objective was used to image the worms. Mean fluorescence intensities per nematode were quantified densitometrically using the CellProfiler software (McQuin et al. 2018).

### Statistical analysis

Statistical analysis was performed using a one-way ANOVA followed by Bonferroni’s multiple comparison test (https://astatsa.com/OneWay_Anova_with_TukeyHSD/) or a log-rank test via the Online Application for Survival Analysis (OASIS 2) (Han et al. 2016), with subsequent Bonferroni correction. Data are presented as mean ± SEM (standard error of the mean). Differences were considered statistically significant at adjusted *p*-values of *p* < 0.05 (*)*, p* < 0.01 (**), *p* < 0.001 (***), or *p* < 0.0001 (****).

## Results

### The transcriptome of *C. elegans* was strongly affected by treatment with *C. chinensis* extract

In a previous publication, we identified *C. chinensis* as a strong overall healthspan enhancer while the *E. ulmoides* extract only increased the stress survival of *C. elegans* (Sayed et al. 2021). We hypothesized that the transcriptomes mirror the phenotypic differences between the *C. chinensis* and *E. ulmoides* treatments and that the beneficial effects elicited by *C. chinensis* were due to the modulation of aging-related pathways.

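RNA was sequenced from whole wild-type worms on day 12 of adulthood, after exposure from the L4 larval stage to C. chinensis seed extract at 30 µg/mL, to E. ulmoides bark extract at 30 µg/mL, or to the solvent DMSO at 0.05%. Each of the 3 groups had 5 libraries, and each tube held about 3000 to 4000 worms kept at 22 °C with 100 µM FUdR, which blocks the production of offspring. A whole worm holds muscle, neurons, intestine, hypodermis, germ cells and oocytes, so marker lists for these tissues were tested beside the gene families and pathways. The authors aligned the paired-end reads to the genome WBcel235 with HISAT2 and gave expression as FPKM, the fragments of a gene divided by its length and by the fragments of the library. The FPKM of the 21-nucleotide piRNA genes are whole multiples of one step in each library, which gives the fragment total behind it. These totals ranged from 37920765 to 82839505 with DMSO (median 45859124), from 37963794 to 81833288 with C. chinensis (median 43831145) and from 39567765 to 87238546 with E. ulmoides (median 44644089). With 5 libraries against 5, the smallest p an exact two-sided permutation test allows is 0.0079.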

To assess transcriptomic changes, RNA sequencing (RNA-seq) was conducted on both treated and untreated *C. elegans* on the 12th day of adulthood. 

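The values were scaled between libraries by an unweighted trimmed mean of M values computed on the FPKM, and log2(scaled FPKM + 0.5) was taken. Of the 46906 genes in the table, 13743 had an FPKM of at least 1 in at least 5 of the 15 libraries and were tested. The limma package compared C. chinensis with DMSO, E. ulmoides with DMSO, and the extracts with each other, in one fit to all 15 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold above 1.5 or below 0.667, the thresholds the paper states. The paper's printed log2 fold changes lie close to log2 ratios divided by ln2, so its fold limit may act on a smaller ratio. The log2 fold changes given here are fitted on the log2 scale, each with its standard error. FPKM means are printed without the scaling and without the added 0.5. Their ratios can therefore differ from the fold changes in size and, for small changes, in sign. Gene lists were tested with limma's camera, which asks whether the genes of a list rank higher or lower than the other genes, with a preset correlation of 0.01 between genes and again with an estimated correlation. Of 84 lists, 46 ranked higher and 10 lower with C. chinensis, and 25 and 9 with E. ulmoides, at the preset correlation, and none passed with the estimated one. The scaling moves the zero of the fold changes. The median log2 fold change of all genes tested was -0.09 with C. chinensis, against 0.06 without further scaling, -0.04 with median-of-ratios scaling and -0.11 with quantile normalization. With E. ulmoides it was 0.07, against -0.07, 0.03 and -0.01 in the same order.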

Read count analysis was performed using the R-based tool DEBrowser (Kucukural et al. 2019), applying a fold change threshold of ≥ 1.5 and an adjusted *p*-value (*p*_adj_) ≤ 0.05. The RNA-seq expression profiles were further validated through RT-qPCR analysis (see Supplementary Data S6).

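Of the genes in Fig. S6, the RNA-seq values with C. chinensis were highest for far-3, lys-7, lys-1 and acdh-1. The lysozymes lys-7 and lys-1, enzymes that digest bacterial cell walls, had log2 fold changes of 2.54 (standard error 0.33, adjusted p = 7.1e-06 from limma) and 2.00 (standard error 0.32, adjusted p = 4.7e-05). For acdh-1, an acyl-CoA dehydrogenase, it was 1.57 (standard error 0.14, adjusted p = 2.0e-07). The small heat shock gene hsp-12.6 had 1.19 (standard error 0.23, adjusted p = 2.2e-04), and hsp-16.2 had 0.58, just under the 1.5-fold limit. The cytosolic HSP90 gene daf-21 had -0.39 (standard error 0.09, adjusted p = 7.6e-04), also within the fold limits. With E. ulmoides, acdh-1 was higher (0.77, adjusted p = 0.0090) and lys-7 was higher (1.46, adjusted p = 0.023), but neither call held without the filter on low values, and that of lys-7 ended without DMSO replicate 1 (1.16) or E. ulmoides replicate 2 (1.47) or 5 (1.41). Of the reference genes, act-1 had -0.16 with C. chinensis and 0.16 with E. ulmoides (replicate 5 of which was below the others), and cdc-42 had -0.20 and 0.09.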

In nematodes exposed to *C. chinensis*, a total of 3064 differentially expressed genes (DEGs) were identified compared to the control group. Among these, 2153 genes were significantly upregulated, while 911 were downregulated (Fig. 1A and B; Supplementary Data S10). In contrast, *E. ulmoides* treatment resulted in the upregulation of 209 genes and downregulation of 182 genes (Fig. 1A and C; Supplementary Data S10). 

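Aged worms on C. chinensis extract differed from DMSO worms in 2802 of the genes tested, 82.9% of them higher. The higher genes with the largest changes were the saposin-like genes spp-9 and spp-12, the fatty acid and retinol binding gene far-3, the cuticle collagens col-101 and col-183, the fungus-induced gene fip-6 and the uncharacterized ZK970.7 and F48C1.9. Declines included the insulin-like peptide ins-23 and the C-type lectin clec-266. Of the called genes, 834 were more than 2-fold higher and 18 more than 2-fold lower. At an unadjusted p under 0.05 from limma, without a fold limit, 9628 genes differed. At an adjusted p under 0.05 without a fold limit the balance turned, with 4145 higher and 5106 lower, so the larger share of higher genes holds for genes past 1.5-fold. The share of higher genes among the called ones was 96.2% without further scaling, 89% with median-of-ratios scaling and 64.9% with quantile normalization.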

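With C. chinensis, 2322 genes were higher and 480 lower than with DMSO. The higher genes had a median log2 fold change of 0.87 and the lower ones of -0.66. Body wall muscle markers rose as a group, with 21 of 35 higher and none lower (21 and 0 adjusted over the list alone; median 0.68, camera adjusted p = 3.4e-09, adjusted p = 0.216 with an estimated correlation). Among them were unc-54, the main body wall myosin heavy chain (1.58, standard error 0.17), unc-27, a troponin I (1.56, standard error 0.14), and tnt-2, a troponin T (1.39, standard error 0.20). Of 35 germline markers, 2 were lower and none higher (2 and 0 adjusted over the list alone), with a median of -0.40 (adjusted p = 1.5e-07, and 0.307 with an estimated correlation). Of 37 oocyte and maternal RNA markers, 2 were lower and none higher (2 and 0 adjusted over the list alone), with a median of -0.39 (adjusted p = 2.3e-05, and 0.383 with an estimated correlation). The number of lower genes moved with the settings, from 83 at a mean FPKM of at least 5 and 125 without further scaling to 854 with quantile normalization.

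**Figure D1:**
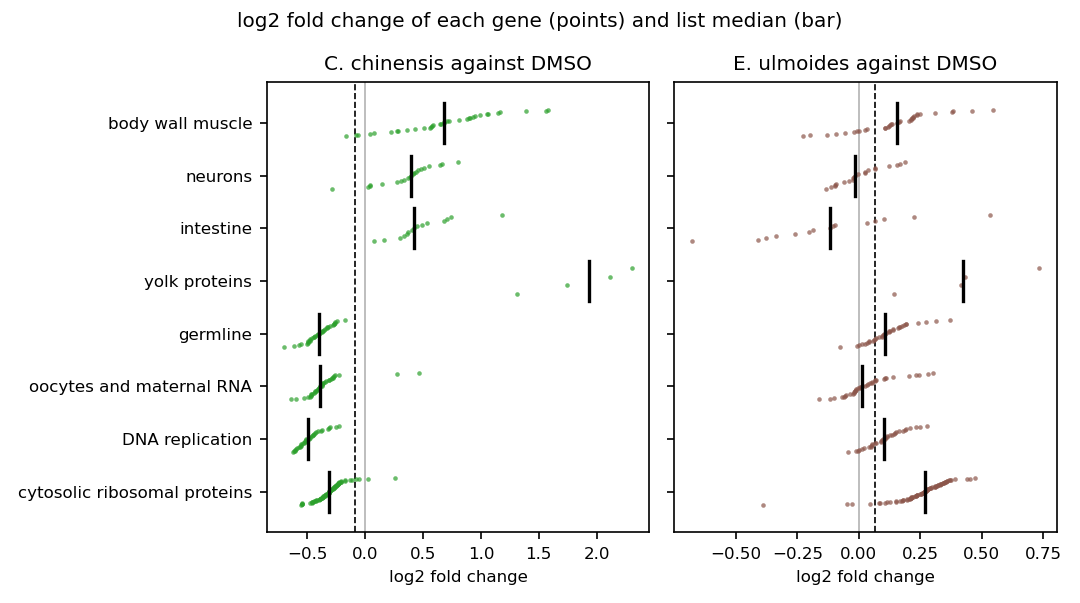
Log2 fold change of each gene in 8 lists of tissue and process markers (points), with the list median as a bar and the median of all genes tested as a dashed line, for C. chinensis on the left and E. ulmoides on the right. With C. chinensis the muscle markers have a median of 0.68 and the germline markers of -0.40.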

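With E. ulmoides, 153 genes were higher and 15 lower than with DMSO. The largest increases were in the cathepsin B-like protease cpr-2 (log2 fold change 2.19, standard error 0.34, adjusted p = 0.0058 from limma), in spp-9 (2.08) and in the uncharacterized W09B7.2 (1.73). Among the lower genes were C01G10.4 (-1.16), H02F09.3 (-0.88), F14H12.3 (-0.74) and the intestinal intermediate filament gene ifd-2 (-0.68). W09B7.2 ranged from 3.95 to 44.3 FPKM over the 5 libraries with E. ulmoides and from 2.72 to 4.35 with DMSO, and its call ended without DMSO replicate 1 (1.73) or 3 (1.62) or E. ulmoides replicate 5 (1.64). The call of ifd-2 ended without DMSO replicate 5 (-0.57), which was above the other controls. Without a fold limit, 643 genes were higher and 46 lower, and 3205 genes had an unadjusted p under 0.05. The number of higher genes fell to 3 without the filter on low values, 20 without further scaling, 32 with quantile normalization and 55 without DMSO replicate 1, and no gene passed by an exact Wilcoxon rank-sum test (lowest adjusted p 0.089, with 2817 genes at an unadjusted p under 0.05). The share of higher genes, 91.1%, was 44.4% without further scaling, 85.7% with median-of-ratios scaling and 78.0% with quantile normalization.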

Clustering of gene expression profiles demonstrates a clear separation of all replicate experiments with treatment versus controls and further shows that the changes in expression patterns are highly distinct between *C. chinensis* and *E. ulmoides* treatments **(**Fig. 1D and E**).** Additionally, we compared the DEGs of the two treatments and found 195 genes up- and 29 genes downregulated in both treatments **(**Fig. 1F and G**)**. This means that 93% of the upregulated DEGs in the *E. ulmoides* treatment group were also found in the upregulated DEG list of *C. chinensis*-treated worms**.** These DEGs could be the basis for the common stress survival advantages in both treatment groups. On the other hand, only 9% of the upregulated DEGs in the *C. chinensis* group were also upregulated due to the *E. ulmoides* treatment. Thus, 1958 genes were uniquely upregulated in the *C. chinensis*-treated worms. 

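Distances were taken over all 13743 genes tested, and not only the called ones. Each library lay nearer on average to those of its own treatment than to those of the other treatments taken together. For DMSO and E. ulmoides libraries the latter include the distant C. chinensis libraries, so this says little about DMSO against E. ulmoides. The mean distance (1 minus Pearson's r across genes) between C. chinensis and DMSO libraries was 2.99 times that within the groups, between the 2 extracts it was 2.47 times, and between E. ulmoides and DMSO it was 1.22 times. For each pair of groups no other split of the 10 libraries gave a larger ratio (exact permutation test over 126 splits, p = 0.0079, the smallest they can give). On the first principal component, with 55.9% of the variance, the C. chinensis libraries lay between 28 and 55.8 and the others between -35.4 and -9. The second, with 7.5%, set DMSO (7.5 to 19.3) apart from E. ulmoides (-18 to -7.2). The closest library was of the same treatment for 12 of 15 libraries. DMSO replicates 2 and 5 lay closest to an E. ulmoides library, and E. ulmoides replicate 3 to a DMSO library. Average-linkage clustering of all libraries put the C. chinensis libraries in one of 2 clusters and DMSO with E. ulmoides in the other. With 3 clusters, C. chinensis replicate 1 split from the other C. chinensis libraries, and DMSO and E. ulmoides still shared a cluster.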

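Of the 153 genes higher with E. ulmoides, 145 (94.8%) were also higher with C. chinensis, against 288 of 643 (44.8%) without a fold limit. At the stated limits no gene was called in opposite directions. Shared genes include spp-9, far-3, the lysozymes lys-7 and lys-2 (1.42 with E. ulmoides, 1.53 with C. chinensis), the antimicrobial peptide genes cnc-6 (1.50, 2.67) and cnc-4 (1.03, 2.2) and the lectin clec-258 (1.33, 2.19). For 140 of the shared genes the fold was larger with C. chinensis, and 102 differed between the extracts. Lists drawn independently would share 25.9 genes (one-sided Fisher's exact test, p = 3.58e-102), a test that takes the lists as independent although both use the DMSO libraries. When the control libraries were split between the comparisons, in 20 ways, 0 to 296 genes were shared (median 72.5). The paper proposes that these shared genes could underlie the stress survival advantages common to both treatments.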

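The 145 shared genes are 6.2% of the 2322 genes higher with C. chinensis. With the larger change in each case at C. chinensis, examples are the epidermal peptide gene nlp-31 (1.8, against 0.72 with E. ulmoides), the transthyretin-related ttr-18 (1.99 against 0.90) and the ferritin gene ftn-1 (1.68 against 0.97). Of the lower genes, 2 were shared, where independent lists would share 0.524 (one-sided Fisher's exact test, p = 0.095). One of them is H02F09.3, at -0.62 with C. chinensis. The E. ulmoides call of nlp-31 ended without DMSO replicate 1 (0.60) or E. ulmoides replicate 1 (0.64). Without DMSO replicate 1, 48 genes were higher with both extracts.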

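Among the genes higher with C. chinensis, 2177 were not called with E. ulmoides. A missing call does not show a difference, so the extracts were compared with each other. Of the 2177 genes, 1480 were also called between the extracts, counted in either direction. They include genes of muscle, fat and the cuticle, such as unc-54 (C. chinensis against E. ulmoides 1.2), unc-52, a basement membrane perlecan (1.17), the desaturase fat-5 (1.58, with E. ulmoides replicate 5 below the others of its group) and col-101 (2.52). Yolk protein genes, which the intestine of adult hermaphrodites expresses, belong here too, with vit-6 at 1.68 and vit-2 at 1.33. All 4 yolk protein genes tested were called in this comparison (4 adjusted over the list alone; median 1.45). Of the 8 genes called only with E. ulmoides, W09B7.2 was lower with C. chinensis than with E. ulmoides (-2.35, standard error 0.40, adjusted p = 6.3e-05 from limma). The direct comparison called 1809 genes higher and 1314 lower with C. chinensis, 57.9% of them higher, against 97.9% without further scaling, 77.8% with median-of-ratios scaling and 64.1% with quantile normalization.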

Overall, the effect of the *C. chinensis* extract is much stronger and markedly different from that of the *E. ulmoides extract.*

**Fig. 1:**
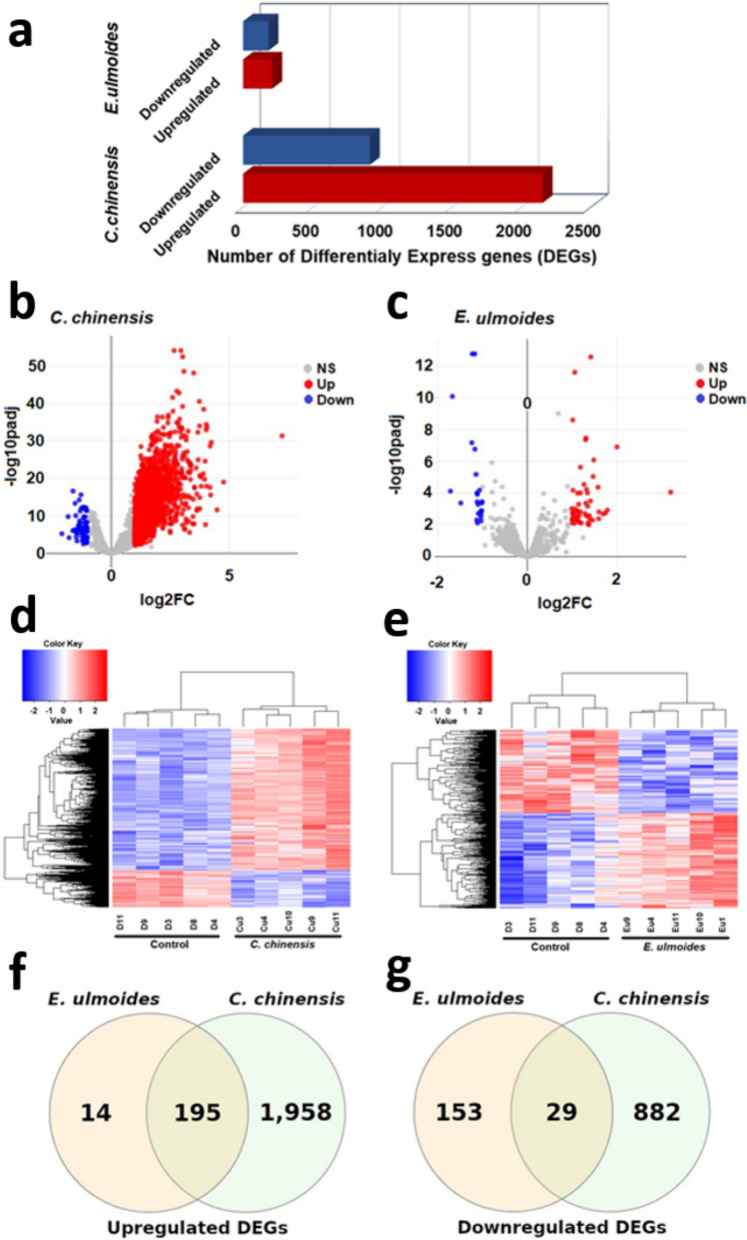
Quality control results of the RNA-seq read counts. **a** Transcriptional effect of *C. chinensis* and *E. ulmoides* on *C. elegans*. The volcano plots of **b** *C. chinensis* and **c** *E. ulmoides* show upregulated DEGs in red, downregulated DEGs in blue, and non-significant genes in grey. The heatmaps **(d, e)** represent the degree of changed gene expression by color-coding along a blue-red gradient; red indicates stronger expressed genes, and blue indicates lower expressed genes. Venn diagrams indicate the overlap of upregulated DEGs **(f)** and downregulated DEGs **(g)** after *C. chinensis* and *E. ulmoides* treatments

### *Cuscuta chinensis* treatment enriched gene ontology terms associated with healthy aging

To obtain an overview of the particular functions of the DEGs, we performed a KEGG pathway and GO term analysis (Ashburner et al. 2000; Kanehisa et al. 2017). For all terms, a *p*-value < 0.05 and a fold change ≥ 1.5 were used to detect the significantly enriched terms. The complete lists of enriched terms are shown in Supplementary Data S11.

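Genes of bacterial and fungal defense rose with C. chinensis. All 17 epidermal antimicrobial peptide genes were higher (17 adjusted over the list alone; median log2 fold change 1.8, camera adjusted p = 2.0e-08, adjusted p = 0.216 with an estimated correlation), among them nlp-28 (2.45), nlp-29 (2.12), cnc-8 (2.13) and cnc-1 (2.08, with E. ulmoides replicate 2 below the others of its group). Of 17 saposin-like spp genes, whose products act on bacterial membranes, 15 were higher and none lower (15 and 0 adjusted over the list alone; median 1.18, adjusted p = 7.5e-07, and 0.216 with an estimated correlation), with spp-2 at 2.23 and spp-12 at 3.16. Of 6 lys lysozyme genes 5 were higher (5 adjusted over the list alone; adjusted p = 0.0061, and 0.216 with an estimated correlation), lys-4 at 2.23. Of 5 targets of the p38 kinase PMK-1, 4 were higher (4 adjusted over the list alone; adjusted p = 0.012, and 0.223 with an estimated correlation), irg-5 at 2.31. Of the 92 genes that Supplementary Data S11 counts for the innate immune term 46 were used here, and 43 of the 45 tested were higher. For oxidation-reduction 49 genes, under 50% of the term, were used, and 45 of the 47 tested were higher. These term lists were chosen on the same samples, so their counts are not independent evidence of direction. Germline and oocyte markers had medians below that of all genes in the same comparison.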

For the *C. chinensis* treatment group, KEGG pathways as well as gene ontology (GO) terms from the category “Biological Process (BP)” are shown in Fig. 2A and B. Several of the upregulated genes were associated with BP terms relevant to healthspan, such as “innate immune response” and “oxidation–reduction process” (Fig. 2A). 

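Many lysosomal genes were higher with C. chinensis, in samples where germline and oocyte marker medians were negative. Of 42 genes of lysosomal hydrolases and membrane proteins 29 were higher and none lower (29 and 0 adjusted over the list alone; median log2 fold change 0.82, camera adjusted p = 3.6e-10, adjusted p = 0.216 with an estimated correlation), including the proteases cpr-1 (2.49), cpr-5 (2.07) and asp-2 (1.91). Of 25 peroxisomal genes 15 were higher and none lower (15 and 0 adjusted over the list alone; median 0.69, adjusted p = 9.9e-07, and 0.216 with an estimated correlation), with the acyl-CoA oxidase acox-1.5 at 1.26, the peroxin prx-3 at 1.08 and the catalase ctl-1 at 1.00. Of 43 ugt genes, whose products attach sugars to drugs and lipids, 32 were higher and none lower (32 and 0 adjusted over the list alone; median 0.82, adjusted p = 5.4e-11, and 0.216 with an estimated correlation), with ugt-26 at 2.21 (E. ulmoides replicate 3 below the others of its group) and ugt-25 at 1.99. Of the 9 genes of the retinol metabolism pathway in Supplementary Data S11, 8 were higher. That pathway list, like the paper's Lysosome list (29 of 32 tested higher) and Peroxisome list (23 of 24), was chosen on these samples and is not independent evidence. None of 26 autophagy genes was called by limma (0 adjusted over the list alone; median 0.00), although unc-51 had 0.49 and sqst-1 0.45, within the fold limits, and the median was 0.15 without further scaling. In DMSO replicate 5, ctl-1 was above the other controls, and its call ended by an exact Wilcoxon rank-sum test.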

KEGG pathway analysis indicated that many of the upregulated DEGs were involved in metabolic pathways, as well as in lysosomal and peroxisomal functions and retinol metabolism. Additionally, we observed that aged *C. elegans* treated with *C. chinensis* showed downregulation of several genes related to reproduction, including the BP terms “reproduction”, “nematode larval development”, “embryo development ending in birth or egg hatching”, and “hermaphrodite genitalia development” (Fig. 2B). 

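Some genes of DNA replication, histones and mitochondrial ribosomes were lower with C. chinensis. Of 34 DNA replication genes 6 were lower and none higher (6 and 0 adjusted over the list alone; median log2 fold change -0.50, camera adjusted p = 7.1e-09, adjusted p = 0.280 with an estimated correlation). They include the DNA ligase lig-1 (-0.62), the helicase subunit mcm-4 (-0.61) and the origin licensing factor cdc-6 (-0.60). The germline genes htp-3, of the meiotic chromosome axis, and glh-2, a P granule helicase, had -0.70 and -0.62, and pie-1, which holds germ cell fate in the embryo, had -0.64. Of 38 histone genes 9 were lower and 1 higher (9 and 1 adjusted over the list alone; median -0.26, adjusted p = 0.064, and 0.480 with an estimated correlation), with his-60 at -1.14 (E. ulmoides replicate 4 below the others of its group) and his-73 at -1.12. Of 79 cytosolic ribosomal protein genes none was called by limma (0 adjusted over the list alone; median -0.31, camera adjusted p = 3.2e-08, and 0.358 with an estimated correlation). For mitochondrial ribosomes, 3 of 39 mrpl genes (3 adjusted over the list alone; median -0.38, adjusted p = 1.0e-07, and 0.229 with an estimated correlation) and 6 of 24 mrps genes (6 adjusted over the list alone; median -0.42, adjusted p = 1.1e-06, and 0.223 with an estimated correlation) were lower. Under each of the 3 other scalings all 3 mrpl calls ended, and at least 4 of the 6 mrps calls ended without further scaling. Of the lower-gene terms in Supplementary Data S11 a part of each list was used here. For reproduction (49 of 210 genes used) 25 of 47 tested were lower, for embryo development (50 of 279) 23 of 49, for larval development (48 of 155) 18 of 47 and for genitalia development (50 of 80) 26 of 49. These term lists come from the same samples and are not independent evidence, and all their tested genes had a negative fold change at an adjusted p under 0.05. Most of these changes are near the 0.667 limit, and without further scaling lig-1 (-0.47), mcm-4 (-0.45), cdc-6 (-0.45), htp-3 (-0.54), glh-2 (-0.46) and pie-1 (-0.48) were no longer called. Leaving out C. chinensis replicate 3 ended the calls of lig-1 (-0.57), mcm-4 (-0.56), cdc-6 (-0.55), glh-2 (-0.55) and pie-1 (-0.55), and leaving out replicate 5 those of lig-1 (-0.58), mcm-4 (-0.57), cdc-6 (-0.57) and glh-2 (-0.56), as did leaving out DMSO replicate 5 for mcm-4 (-0.57) and cdc-6 (-0.57) and DMSO replicate 1 for cdc-6 (-0.58).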

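With E. ulmoides, some protease genes and antimicrobial genes were higher. Of 9 asp genes for aspartyl proteases 4 were higher and none lower (7 and 0 adjusted over the list alone; median log2 fold change 0.62, camera adjusted p = 3.4e-04, adjusted p = 0.474 with an estimated correlation), led by asp-1 (1.05) and asp-5 (0.97). Of 6 cpr genes for cathepsin B-like proteases 3 were higher (3 adjusted over the list alone; adjusted p = 0.015, and 0.510 with an estimated correlation). Of 17 epidermal antimicrobial peptide genes 4 were higher (7 adjusted over the list alone; median 0.50, adjusted p = 4.4e-04, and 0.520 with an estimated correlation), and of 17 spp genes 3 (5 adjusted over the list alone; median 0.43, adjusted p = 3.7e-04, and 0.510 with an estimated correlation), with spp-8 at 0.90. Of the genes Supplementary Data S11 lists for proteolysis 6 of 14 were higher, and for defense against Gram-positive bacteria 5 of 6. These were chosen on the same samples and are not independent evidence. Without the filter on low values no call of a gene named here held.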

Treatment of aged *C. elegans* with *E. ulmoides* extract resulted in a distinct enrichment pattern, with “proteolysis” and “defense response to Gram-positive bacterium” showing the most significant enrichment (Fig. 2C). In contrast, downregulated DEGs in the *E. ulmoides* group yielded only a few enriched GO terms, with limited statistical significance (Fig. 2D).

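Few genes were lower with E. ulmoides, and 1 of the 15 was more than 2-fold lower. R07C12.1 had a log2 fold change of -0.72 (standard error 0.14, adjusted p = 0.012 from limma) and fell from 11.7 ± 2.39 FPKM to 6.10 ± 0.35 (SD, n = 5). C01G10.17 had -0.84 (standard error 0.16, adjusted p = 0.011). Of the 7 genes that Supplementary Data S11 lists among lower genes for innate immune response, 1 was lower (R07C12.1), and of the proteolysis genes tested there none of 7 was called by limma, with a median of -0.39 and 2 of them at an adjusted p under 0.05. These lists come from the same samples and are not independent evidence. In DMSO replicate 5, R07C12.1 was below the other controls, and without the filter on low values neither gene was called.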

**Fig. 2:**
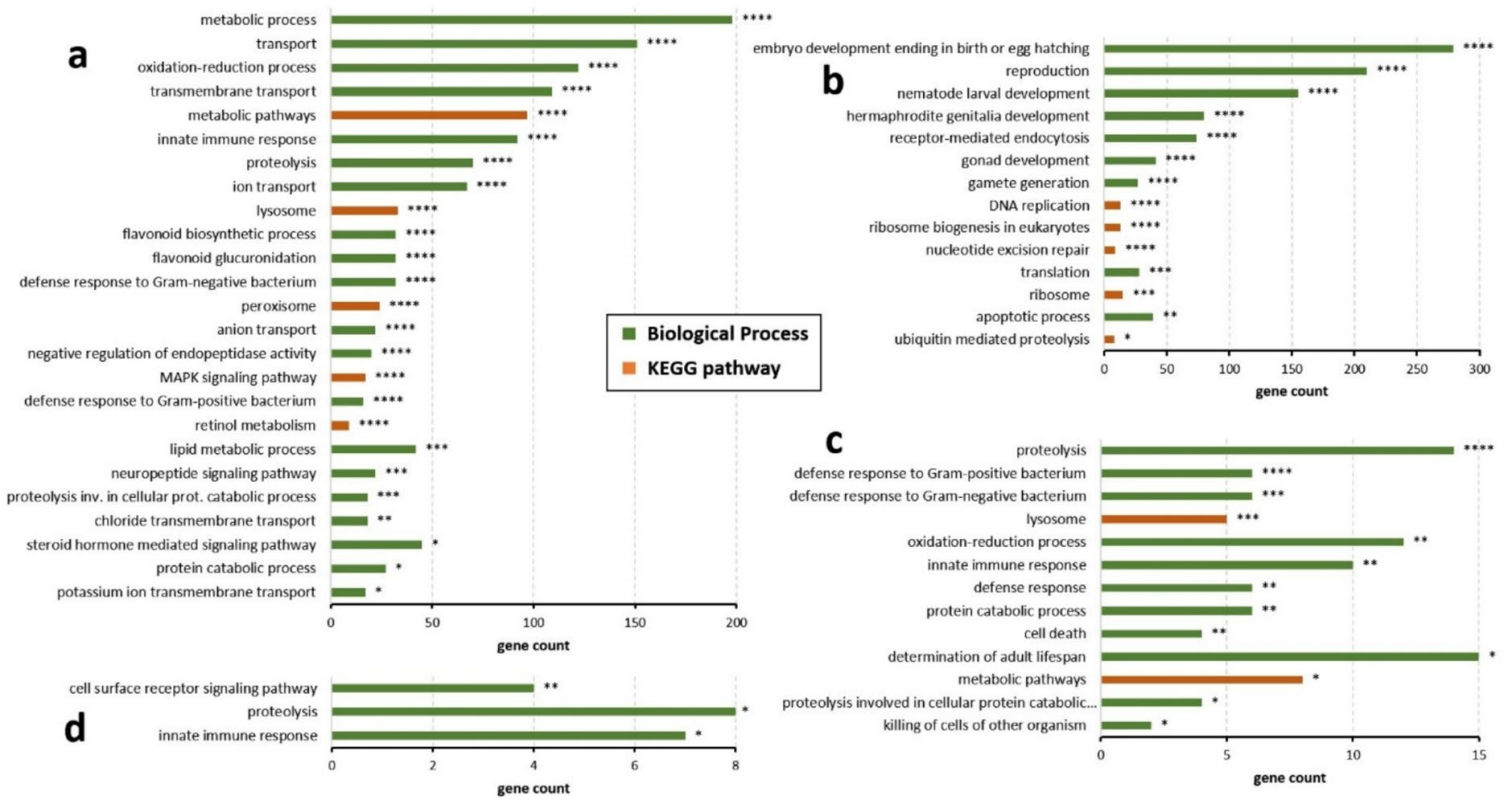
Gene Ontology and KEGG pathway analysis of upregulated and downregulated DEGs in treated *C. elegans*. Gene Ontology (GO) and KEGG pathway analysis results are displayed for upregulated (**a**) and downregulated (**b**) DEGs in *C. elegans* treated with *C. chinensis*, as well as upregulated (**c**) and downregulated (**d**) DEGs in *C. elegans* treated with *E. ulmoides*. Only GO terms belonging to the category “Biological Process” are displayed. The *p*-values are indicated by *(*p* < 0.05), ** (*p* < 0.01), *** (*p* < 0.001), or **** (*p* < 0.0001)

Based on the number and distribution of altered genes and pathways, *C. chinensis* induced a much broader spectrum of transcriptional changes compared to *E. ulmoides*. 

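Nuclear hormone receptors turn lipid and other signals into transcription. Of 158 nuclear hormone receptor genes (nhr) 40 were higher and none lower with C. chinensis (40 and 0 adjusted over the list alone; median log2 fold change 0.44, and 0.16 by quantile normalization, camera adjusted p = 2.45e-10, adjusted p = 0.216 with an estimated correlation). With E. ulmoides none was called by limma (0 adjusted over the list alone). Of 30 flp neuropeptide genes, 9 were higher with C. chinensis (9 adjusted over the list alone; median 0.48, adjusted p = 2.45e-06, and 0.216 with an estimated correlation), among them flp-22 (0.89) and flp-6 (0.81), and with E. ulmoides none (0 adjusted over the list alone). The difference between the extracts was tested directly. In that comparison 28 nhr genes were higher with C. chinensis and 1 lower (28 and 1 adjusted over the list alone; adjusted p = 4.9e-11, and 0.297 with an estimated correlation), and of 25 peroxisomal genes 15 were higher (15 adjusted over the list alone; adjusted p = 5.9e-06, and 0.297 with an estimated correlation). From the number and distribution of the altered genes and pathways, the paper concludes that C. chinensis acts on a broader range of transcripts.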

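Among lists of genes induced in long-lived worms, those induced by the transcription factor DAF-16 rose with C. chinensis, with 13 of 14 higher and none lower (13 and 0 adjusted over the list alone; median log2 fold change 1.18, camera adjusted p = 2.2e-06, adjusted p = 0.216 with an estimated correlation). They include spp-1 (1.89), ftn-1 and the lysozyme gene lys-8 (1.66). With E. ulmoides 3 of the 14 were higher (7 adjusted over the list alone; median 0.53, adjusted p = 3.6e-06, and 0.474 with an estimated correlation). Of 3 tested genes listed as repressed by DAF-16, 2 were also higher with C. chinensis and none lower (2 and 0 adjusted over the list alone; median 0.82), too few for a camera test, so the 2 lists did not move in opposite directions. The daf-16 gene itself had -0.28 with C. chinensis (adjusted p = 0.013 from limma, within the fold limits) and 0.04 with E. ulmoides. The genes for its relatives in stress and longevity signaling, skn-1 (-0.31), hsf-1 (-0.42) and the insulin receptor daf-2 (-0.23), were not called with C. chinensis, and for daf-2 C. chinensis replicate 1 lay above the others. Medians of germline and oocyte markers were negative in the same comparison, with 2 genes of each list called lower and neither list passing with an estimated correlation.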

Overall, GO pathway analysis revealed that *C. chinensis* exerted a distinct influence on aging-related processes, characterized by the upregulation of immune-related genes and downregulation of genes linked to reproduction and development.

### *far-3* expression showed a 150-fold increase after treatment with *C. chinensis*

Next, we examined the genes that exhibited the most significant expression changes following *C. chinensis* treatment in *C. elegans*. While even moderately enriched DEGs may contribute to the healthspan effects of the extract, identifying such genes fell beyond the scope of this study. 

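The largest changes with C. chinensis were increases. In the same group as the genes of Table 1, spp-9 rose from 2.69 ± 2.2 FPKM to 127 ± 81.4 (SD, n = 5), a log2 fold change of 5.05 (standard error 0.44, adjusted p = 2.2e-07 from limma), and lies on chromosome X from 11487784 to 11488203. Next came far-3, then col-101 (3.46), spp-12, ZK970.7 (3.07), fip-6 (3.01), col-183 (3.01, with E. ulmoides replicate 2 below the others of its group), F48C1.9 (2.86), col-143 and F23D12.11 (2.75). T19B10.2 had 2.63, F37H8.5 2.72 and F55H12.4 2.6. On the lower side, after ins-23, came R02E4.3 (-1.58), the piRNA gene 21ur-14905 (-1.5), F13E9.15 (-1.39), F15E6.12 (-1.33), clec-266 (-1.3) and F45D11.5 (-1.26, with C. chinensis replicate 3 above the others of its group). Also lower were the F-box gene fbxa-140 (-1.2, with E. ulmoides replicate 4 below the others of its group) and F28A10.11 (-1.18). Of the other lower genes in Table 1, F59A7.7 had -1.08, T05D4.2 -0.87 and aptf-4 -0.73. The piRNA gene had 4 fragments or fewer in every DMSO and C. chinensis library, and its call ended without the filter on low values, without DMSO replicate 3 (-1.15) or 4 (-1.32) or without C. chinensis replicate 5 (-1.33). By the paper's account the libraries were selected for cDNA longer than a piRNA, so these fragments need not come from the mature piRNA. The call of aptf-4 ended at a pseudocount of 1 (-0.55).

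**Figure D2:**
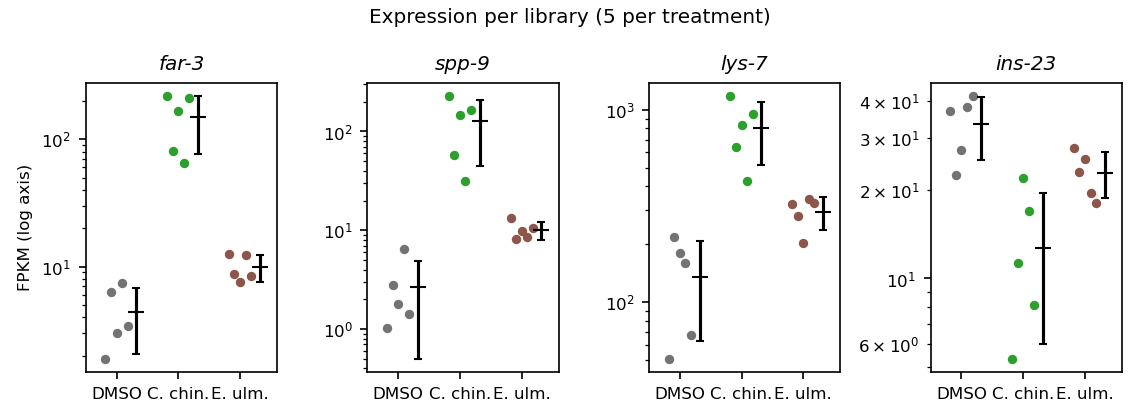
FPKM per library on a log axis for far-3, spp-9, lys-7 and ins-23 in the 3 groups, each point 1 of 5 libraries, with the mean and SD at the right of each group. The C. chinensis libraries of spp-9 have a mean of 127 FPKM and the DMSO libraries of 2.69.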

The ten most strongly up- and downregulated DEGs in aged *C. elegans* treated with *C. chinensis* are listed in Table 1. Among these, the most upregulated gene was *far-3*, with a log₂ fold change (log₂FC) of 7.2, corresponding to approximately an impressive 150-fold increase (validated by RT-qPCR, see Supplementary Data S6). This gene encodes a lipid- and retinol-binding protein specific to the nematode family. In addition, *C. chinensis* treatment significantly upregulated several cuticle collagen genes, including *col-143*, *col-122*, and *col-8* (log₂FC = 4.48, 4.20, and 4.03, respectively; see Tables 1 and 2). 

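The far-3 gene encodes a secreted protein that binds fatty acids and retinol. It lies on the reverse strand of chromosome V of WBcel235 from 12996787 to 12997522, and its relative far-5 overlaps it on the other strand. The paper does not state whether fragments in such an overlap were assigned by strand. It rose from 4.42 ± 2.37 FPKM with DMSO to 148 ± 71.4 with C. chinensis (SD, n = 5), and was at 9.91 ± 2.35 with E. ulmoides. The log2 fold change was 4.74 (standard error 0.34, adjusted p = 5.3e-08 from limma), a 26.7-fold increase. The paper's larger fold comes from printed log2 values that lie close to log2 ratios divided by ln2. On that scale 4.74 becomes exp(4.74), or 114, which is not a ratio of expression. All 5 C. chinensis libraries lay above every DMSO library (exact two-sided permutation test, p = 0.0079, the smallest possible and not adjusted over genes). By fold change far-3 was second among the genes tested. Its fold change was also higher with C. chinensis than with E. ulmoides, by 3.40 on the log2 scale (standard error 0.34, adjusted p = 5.4e-07).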

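Collagens of the cuticle were among the largest increases with C. chinensis. The gene col-143 rose from 10.9 ± 5.00 to 97.4 ± 70.9 FPKM (SD, n = 5; log2 fold change 2.77, standard error 0.39, adjusted p = 1.2e-05 from limma). For col-122 the mean rose from 35.5 to 255 FPKM (2.62, standard error 0.28, adjusted p = 9.7e-07), and for col-8 the values were 5.25 ± 1.28 and 41.4 ± 26.2 FPKM (2.51, standard error 0.30, adjusted p = 3.2e-06). In each of the 3 genes all 5 C. chinensis libraries lay above every DMSO library (exact permutation test, p = 0.0079 for each). That p is the smallest possible and is not adjusted over genes. Another gene, col-19, made by the adult hypodermis, had 2.31 (standard error 0.40, adjusted p = 9.0e-05).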

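The insulin-like peptide gene ins-23 fell with C. chinensis from 33.4 ± 8.11 to 12.7 ± 6.73 FPKM (SD, n = 5), and was at 22.8 ± 4.04 with E. ulmoides. It lies on chromosome III from 10028247 to 10028697. The log2 fold change with C. chinensis was -1.63 (standard error 0.28, adjusted p = 8.7e-05 from limma). All 5 libraries lay below every DMSO library (exact two-sided permutation test, p = 0.0079, the smallest possible and not adjusted over genes). With E. ulmoides it was -0.38 (standard error 0.28, adjusted p = 0.45), which did not pass the test, and the direct difference between the extracts was -1.26. Of the genes called lower with C. chinensis, ins-23 had the largest decrease.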

The most downregulated gene was *ins-23*, which is involved in the insulin signaling pathway and has hormonal activity. However, Table 1 also includes several genes with unknown functions, for which no link to healthy aging can be established at this stage.

**Table 1:** Top 10 enriched DEGs in aged *C. elegans* treated with *C. chinensis*

	Symbol	Description	Function and regulation	log_2_FC
Upregulated	*far-3*	Fatty Acid/Retinol binding protein	Lipid/Retinol binding activity	7.23
	ZK970.7	Similar to the *Onchocerca volvulus* Ov17 hypodermal antigen	Affected by stressors such as ionizing radiation and bacterial infection	4.75
	*col-143*	Collagen	A structural constituent of cuticle; Integral component of membrane	4.48
	*F48C1.9*	Enriched in hypodermis	Affected by *daf-16*, *daf-2*, and *glp-1*	4.24
	*col-8*	Collagen	Constituent of cuticle; Predicted to be part of collagen trimer	4.21
	*F37H8.5*	Ortholog of human IFI30 (IFI30 lysosomal thiol reductase)	Enables oxidoreductase activity	4.19
	*F23D12.11*	Enriched in excretory cell	Affected by *daf-16, daf-2, and skn-1*	4.18
	*T19B10.2*	Expressed in hypodermis	Mediates increased life span of *C. elegans*	4.06
	*col-122*	Collagen	Constituent of cuticle; Predicted to be part of collagen trimer	4.04
	*F55H12.4*	Expressed in anus, hypodermis, pharynx, and vulva		4.02
Downregulated	*ins-23*	Insulin related	Hormone activity	− 2.08
	*clec-266*	C-type lectin domain	Carbohydrate binding activity	− 1.81
	*F13E9.15*	Enriched in amphid sheath cell, hypodermis, and neurons	Affected by *daf-16*, *daf-2*, and *skn-1*	− 1.77
	*F59A7.7*	*–*	Cysteine synthase activity	− 1.61
	*fbxa-140*	F-box A Protein	Affected by *daf-12*, *elt-2*, and *sir-2.1*	− 1.61
	*F28A10.11*	*–*	Affected by *mrps-5*	− 1.54
	*his-60*	Histone	DNA binding activity and protein heterodimerization activity	− 1.52
	*his-73*	Histone	DNA binding activity and protein heterodimerization activity	− 1.49
	*aptf-4*	AP-2 Transcription factor family	DNA-binding transcription activator activity	− 1.48
	*T05D4.2*	Enriched in head mesodermal cell and neurons	Affected by daf*-16, daf-2*, and* eat-2*	− 1.47

Description and functions of the listed genes were based on Wormbase online database **(**Sternberg et al. 2024**)**

**Table 2:** Top 10 regulated gene families after *C. chinensis* and *E. ulmoides* extract treatment in aged *C. elegans*

*C. chinensis*					*E. ulmoides*				
Gene family	Gene name	Count			Gene family	Gene name	Count		
		Up	Down	Total			Up	Down	Total
*fbxa*	F-box A protein	22	25	222	*ttr*	Transthyretin-Related family domain	11	3	59
*nhr*	Nuclear hormone receptor family	45	1	283	*clec*	C-type Lectin	7	0	264
*ugt*	UDP-glucuronosyl-Transferase	32	0	67	*col*	Collagen	6	0	164
*ttr*	Transthyretin-Related family domain	30	0	59	*asp*	Aspartyl protease	6	0	18
*clec*	C-type Lectin	25	2	264	*fbxa*	F-box A protein	1	4	222
*col*	Collagen	17	1	164	*nspc*	Nematode specific peptide family, group C	4	0	20
*nlp*	Neuropeptide-Like Protein	17	0	74	*nlp*	Neuropeptide-Like Protein	3	0	74
*unc*	Uncoordinated	14	0	110	*fipr*	Fip (fungus-induced protein) related	3	0	29
*spp*	Saposin-like Protein family	11	0	31	*ugt*	UDP-Glucuronosyltransferase	3	0	67
*pgp*	P-Glycoprotein related	11	0	15	*cpr*	Cysteine protease related	3	0	8

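In most families of Table 2, C. chinensis raised more members than it lowered, and in fbxa the numbers were close. Of 54 transthyretin-related ttr genes 34 were higher (34 adjusted over the list alone; median log2 fold change 0.80, camera adjusted p = 1.8e-09, adjusted p = 0.216 with an estimated correlation), led by ttr-59 (2.14, with DMSO replicate 1 below the other controls) and ttr-25 (2.12). Of 18 nspc genes 16 were higher (17 adjusted over the list alone; median 1.55, adjusted p = 7.5e-07, and 0.216 with an estimated correlation), of 12 pgp transporter genes 8 (8 adjusted over the list alone; median 0.67, adjusted p = 4.7e-05, and 0.216 with an estimated correlation), and of 50 nlp neuropeptide-like genes 21 (21 adjusted over the list alone; median 0.47, adjusted p = 3.7e-07, and 0.216 with an estimated correlation). Of 8 fipr genes 3 were higher (3 adjusted over the list alone; adjusted p = 0.043, and 0.304 with an estimated correlation). Of the fbxa F-box genes 22 were higher and 18 lower (22 and 18 adjusted over the list alone; median 0.16, adjusted p = 0.346, and -0.10 by quantile normalization), with fbxa-165 at 1.53 (C. chinensis replicate 5 above the others of its group) and fbxa-108 at -0.98. With E. ulmoides, 8 ttr (9 adjusted over the list alone), 5 nspc (12), 7 clec (9), 3 nlp (4), 2 fipr (3), 2 col (2), 1 ugt (1) and no pgp, nhr or fbxa genes (0 by limma) were higher, and 1 fipr gene was lower (1). The counts in parentheses are adjusted over the list alone. These families were taken from the paper, which chose them on the same samples, so the counts are not independent evidence of direction.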

The counts indicate the number of DEGs belonging to each affected gene family. The DEG count categories are, in order, upregulated (Up), downregulated (Down), and the total number of genes in each gene family (Total). All genes included in the ‘Up’- and ‘Down’-categories have an adjusted *p*-value (*p*_adj_) < 0.05 and a fold change > 1.5 or < –0.5

### No changes in lifespan and heat stress resistance after *C. chinensis*/*far-3 *RNAi or *far-3* RNAi treatment alone

Due to the strong upregulation of *far-3* in aged *C. elegans* treated with *C. chinensis*, we asked whether the overexpression of *far-3* was primarily responsible for the observed healthspan improvements in *C. chinensis*-treated nematodes found in Sayed et al. (2022; 2021)**.** We therefore downregulated *far-3* via RNAi in *C. elegans* and performed several bioassays. Additionally, we treated *far-3* RNAi *C. elegans* with *C. chinensis* to investigate whether the absence of *far-3* expression modifies the healthspan-enhancing effects of *C. chinensis*. The efficiency of the RNAi treatment was verified with a single-worm RT-qPCR, which showed that *far-3* was downregulated in nematodes treated with *far-3* RNAi alone, as well as in combination with the *C. chinensis* extract (Supplementary Data S7).

We previously reported that *C. chinensis* extract extends the mean lifespan of *C. elegans* by 24% (Sayed et al. 2021). To investigate the potential involvement of *far-3* in this effect, we assessed the lifespan of worms subjected to *far-3* RNAi, with or without additional *C. chinensis* treatment. Worms treated solely with *far-3* RNAi exhibited a mean lifespan of 17.92 ± 0.32 days, whereas those receiving both *far-3* RNAi and *C. chinensis* extract showed a significantly longer mean lifespan of 19.06 ± 0.32 days (Fig. 3A and B; *p*_adj_ = 0.0052). However, in comparison to the control group (18.54 ± 0.34 days), neither treatment led to a substantial change in mean lifespan, and no significant differences were observed in minimum, median, or maximum lifespan (see Supplementary Data S8).

**Fig. 3:**
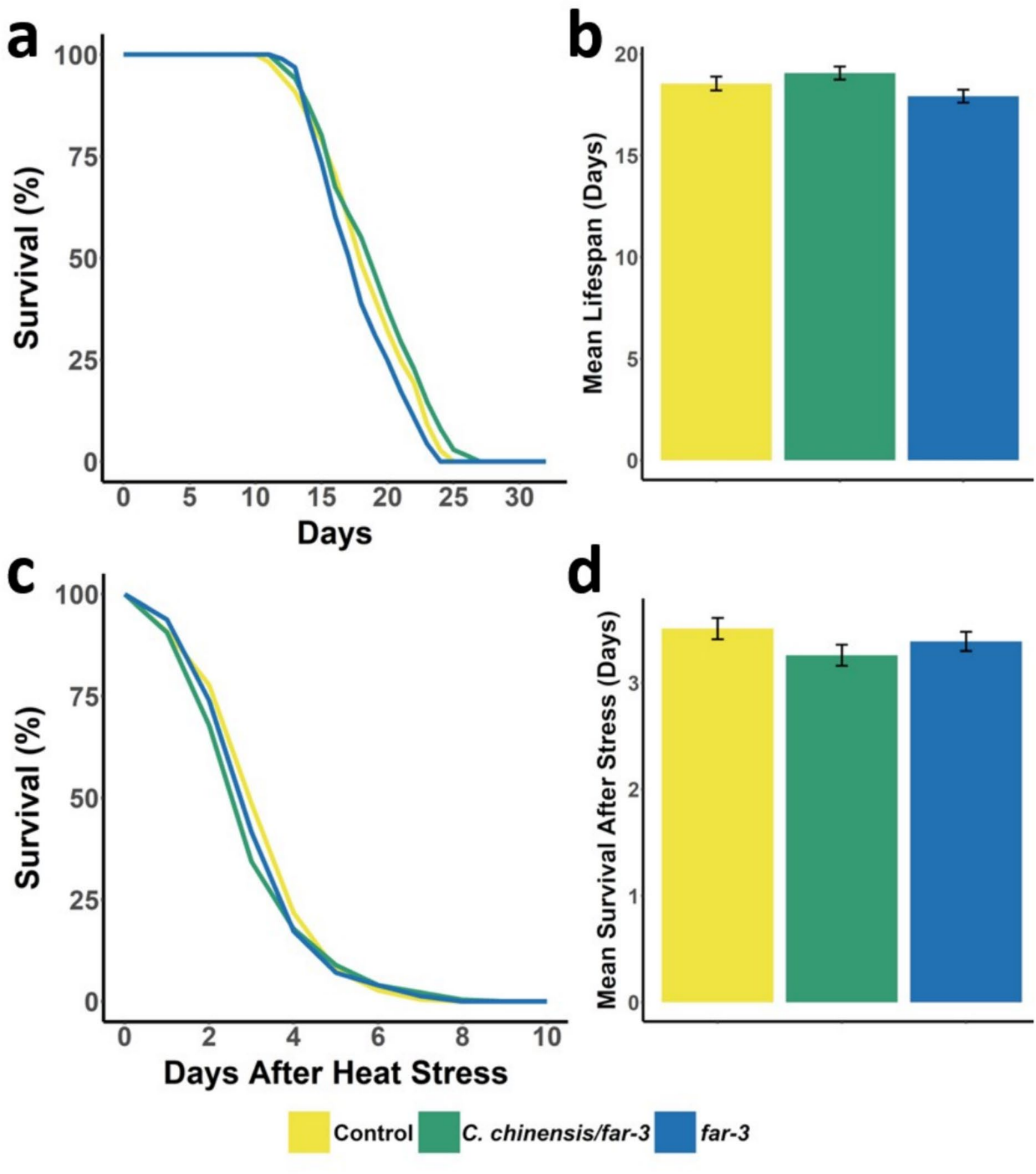
Lifespan and heat stress survival assays of *C. elegans* after treatment with 30 μg/mL *C. chinensis*/*far-3* RNAi or *far-3* RNAi alone. EV RNAi was used as a control. **a** Representative lifespan curves and resulting **b** mean lifespan ± SEM of each treatment (*n* > 90) are shown. **c** Worms were exposed to heat stress (3 h at 37 °C) on the 12th day of adulthood, and survival was monitored over the following days. The mean survival ± SEM is shown in (**d**). The significance of survival curves was determined using a log-rank test with post hoc Bonferroni correction. No significant differences were found (*p* < 0.05)

Aging is associated with a diminished capacity to regulate the heat stress response, rendering older worms more susceptible to thermal damage. Based on previous findings that *C. chinensis* extract enhances heat stress resistance in *C. elegans* (Sayed et al. 2021), we examined whether *far-3* contributes to this effect. Worms treated with *far-3* RNAi, *far-3* RNAi plus *C. chinensis* extract, and untreated controls were exposed to a 3-h heat shock at 37 °C on day 12 of adulthood. Analysis of survival curves (Fig. 3C) and mean survival times (Fig. 3D, Supplementary Data S9) revealed no significant differences in heat stress resistance between the groups. The mean survival durations were 3.51 ± 0.10 days for the control group, 3.26 ± 0.10 days for the *C. chinensis*/*far-3* RNAi group, and 3.39 ± 0.09 days for the *far-3* RNAi-only group.

Although *far-3* does not appear to directly impact lifespan or heat stress resistance in untreated worms, *C. chinensis*-treated worms lacking *far-3* failed to exhibit the previously observed benefits of increased lifespan and heat tolerance. This indicates that *far-3* is crucial for mediating or supporting the protective effects of *C. chinensis*.

### *Cuscuta chinensis* in combination with *far-3* RNAi decreased locomotor fitness

Next, we investigated the effect of *far-3* knockdown, with and without *C. chinensis* extract treatment, on the swimming behavior of *C. elegans* on day 12 of adulthood by tracking and analyzing their movement in liquid medium. The measured parameters—wave initiation rate, body wave number, activity index, and brush stroke—characterize locomotor fitness across treatment and control groups. With advancing age, a decline in wave initiation rate, activity index, and brush stroke is typically observed, whereas body wave number increases. We previously showed that *C. chinensis* exposure leads to improved swim performance in all measured parameters on the 12th day of adulthood (Sayed et al. 2021).

*far-3* RNAi worms treated with *C. chinensis* exhibited a significant reduction in locomotor abilities compared to the control group: the wave initiation rate, activity index, and brush stroke decreased by 21.5%, 25%, and 19.3%, respectively, while the body wave number increased by 23.8% (Fig. 4). Although *far-3* RNAi-treated *C. elegans* (without *C. chinensis* extract) showed a similar trend, the changes were not statistically significant (*p*_*adj*_ > 0.05). These results indicate that the TCM extract requires the expression of *far-3* to induce an improvement in locomotion.

**Fig. 4:**
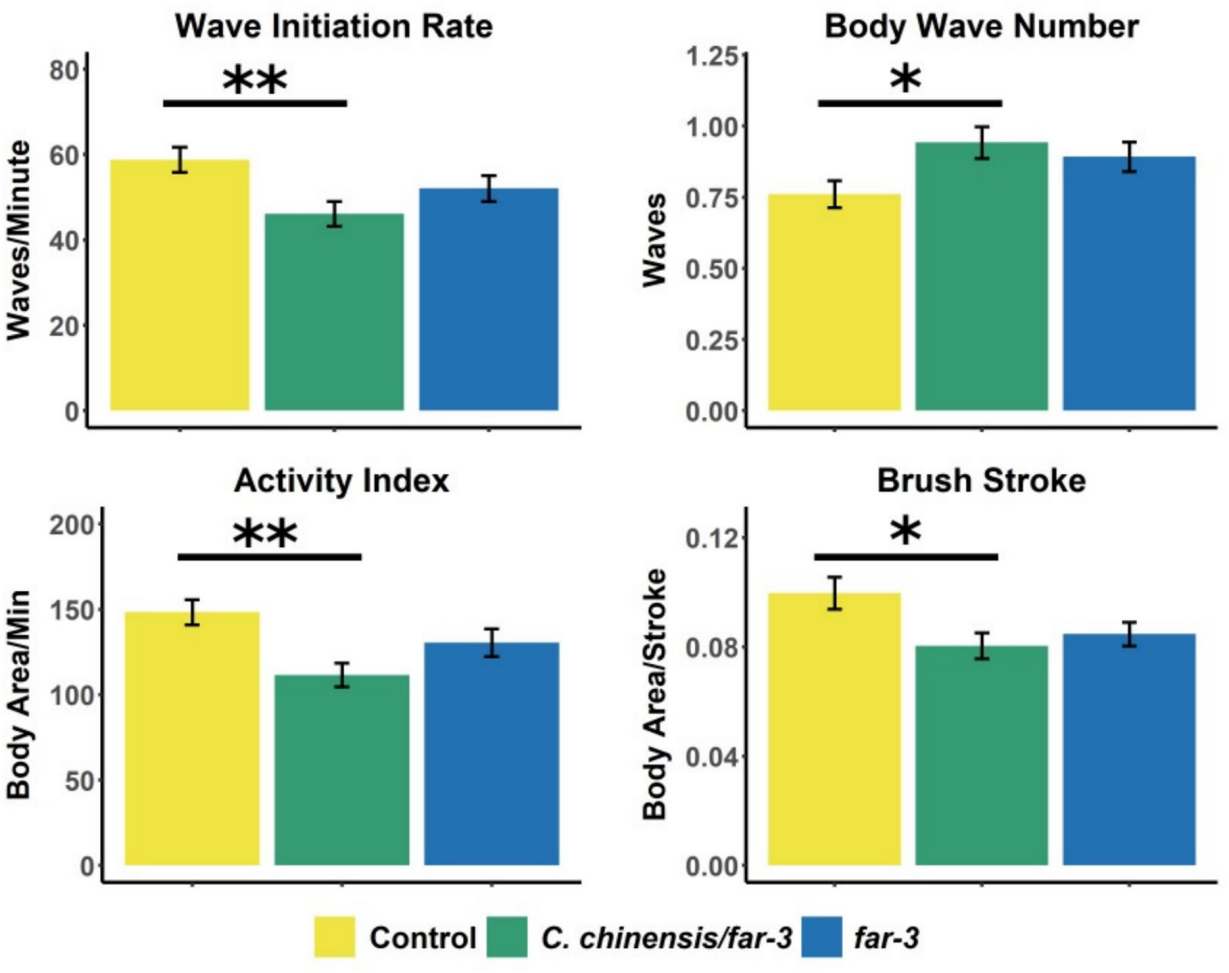
Swimming bioassay of *C. elegans* after treatment with 30 μg/mL *C. chinensis*/*far-3* RNAi or *far-3* RNAi alone. EV RNAi was used as a control. Four measures scoring swim behavior (wave initiation rate, body wave number, activity index, and brush stroke) were calculated based on tracking results of individual worms. Results are shown as the mean of *n* ≥ 80 individuals per treatment, with error bars indicating SEM. Statistical significance was determined with a one-way ANOVA and post hoc Bonferroni test; *p*_Bonf_ < 0.05, *p*_Bonf_ < 0.01, *p*_Bonf_ < 0.001, and *p*_Bonf_ < 0.0001 are indicated with *, **, ***, and ****, respectively

### Knockdown of *far-3* increased accumulation of red autofluorescent material

Red autofluorescence in *C. elegans* (excitation/emission: 546/600 nm) is a widely used healthspan marker that increases progressively with age (Pincus et al. 2016). Although the exact composition of this primarily intestinal autofluorescent buildup remains unclear, previous studies suggest it includes compounds such as lipofuscin, advanced glycation end products, flavins, and collagen (Knight and Billinton 2001; Tissenbaum 2012).

On day 12 of adulthood, *far-3* RNAi-treated worms exhibited a 2.92% increase in red autofluorescence compared to control animals (*p*_adj_ = 0.000091), whereas this increase was absent in *far-3* RNAi worms additionally treated with the *C. chinensis* extract (Fig. 5B). Interestingly, treatment with *C. chinensis* led to a 2.52% reduction in autofluorescence in *far-3* RNAi worms compared to the untreated *far-3* knockdown group (*p*_adj_ = 0.00033). These results suggest that silencing *far-3* promotes the accumulation of age-related autofluorescent material—an effect that is mitigated by *C. chinensis* supplementation. Treatment with *C. chinensis* has been shown to lessen the buildup of red autofluorescent material in aged *C. elegans* (Sayed et al. 2021), a marker associated with better physiological condition and delayed aging. However, this effect appears to depend on the presence of FAR-3, as autofluorescence levels in the *C. chinensis*/*far-3* RNAi group remained comparable to those in the untreated control group (Fig. 5B).

**Fig. 5:**
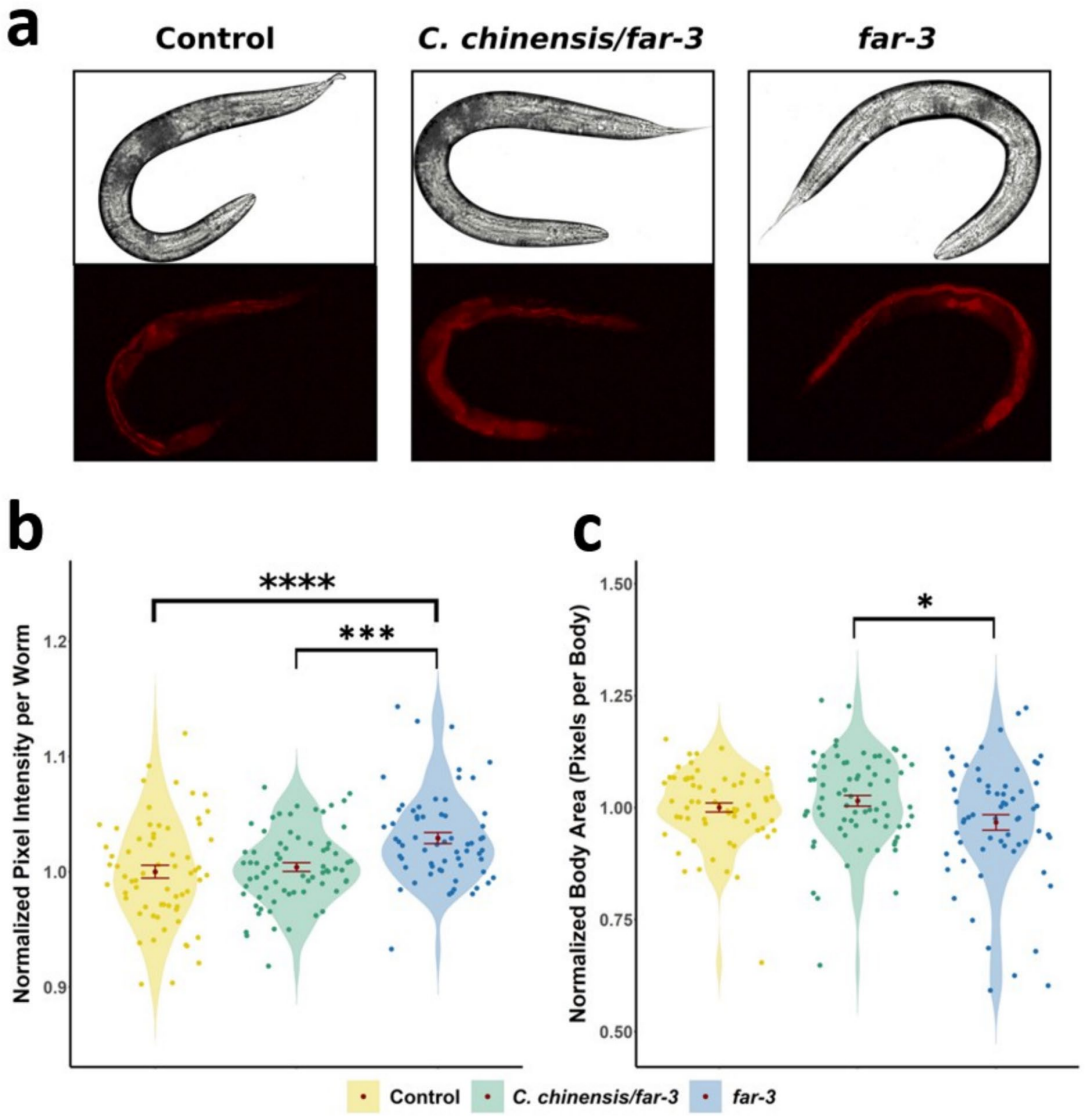
Red autofluorescence accumulation and body size assay of *C. elegans* treated with either *far-3* RNAi plus 30 μg/mL *C. chinensis* extract or *far-3* RNAi alone. Empty vector (EV) was used as a control. **a** Representative bright-field and red fluorescence images of the control and treated *C. elegans* nematodes on the 12th day of adulthood. **b** Red autofluorescence of individual nematodes (*n* ≥ 60) normalized to the body size and to the mean autofluorescence of the control EV-treated nematodes. Measurements were quantified densitometrically. **c** Body size of individual nematodes was calculated from the number of pixels per body (*n* ≥ 60) and normalized to the mean size of the control. Both violin plots show the distribution of measurements for individual nematodes, represented by grey dots. The red dot and error bars represent the mean ± standard error of the mean (SEM). Statistical significance was determined with a one-way ANOVA and post hoc Bonferroni test; *p*_Bonf_ < 0.05, *p*_Bonf_ < 0.01, *p*_Bonf_ < 0.001, and *p*_Bonf_ < 0.0001 are indicated with *, **, ***, and ****, respectively

To assess potential differences in body size, we also measured the body area of each worm (in pixels per individual). Since fully developed adult hermaphrodites consist of 959 somatic cells, variations in body area could reflect changes in cell size. However, neither treatment resulted in a significant difference in body area compared to the control group (Fig. 5C). Notably, *far-3* RNAi nematodes displayed a broader distribution in body size relative to those treated with both *far-3* RNAi and *C. chinensis* extract, which was also reflected in the higher SEM values (SEM_*far-3*_ = 0.0172; SEM_*C. chinensis/far-3*_ = 0.0119). Interestingly, worms treated with *far-3* RNAi alone exhibited a 4.8% reduction in body area (*p*_adj_ = 0.033) compared to those treated with both *far-3* RNAi and *C. chinensis*. Thus, neither the *C. chinensis* treatment in presence (Sayed et al. 2021) nor in absence of FAR-3 affected body size. However, *far-3* RNAi alone caused a slight reduction in worm size.

## Discussion

Aging is a multifaceted biological process characterized by a gradual decline in physiological functions, increased susceptibility to chronic diseases, and ultimately death (de Magalhães 2025). Our previous work demonstrated that *E. ulmoides* bark and *C. chinensis* seed extracts both extend the healthspan of *C. elegans*, although they elicited different phenotypic outcomes (Sayed et al. 2022, 2021). *E. ulmoides* primarily enhanced stress resistance and lifespan, whereas *C. chinensis* acted as a broader healthspan promoter, improving not only stress resistance and lifespan but also locomotion, pharyngeal pumping, and cognitive performance. To elucidate the underlying mechanisms, we analyzed the transcriptional profiles of nematodes treated with either extract. We identified overlapping gene expression patterns that may account for the shared effects on stress resistance and lifespan, as well as *C. chinensis*-specific expression signatures potentially responsible for its additional health-promoting effects. This comparative analysis provides insight into the molecular mechanisms driving the healthspan-enhancing activities of these two extracts.

### Shared induction of genes involved in immune defense, lysosomal function and protein homeostasis could underlie enhanced stress resistance and longevity in *C. chinensis-* and *E. ulmoides*-treated *C. elegans.*

One key question that RNA-seq analysis can address is whether the two plant extracts enhance stress resistance through similar changes in gene expression. 

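Among the largest shared increases were spp-9 and far-3, and F48C1.9 and T19B10.2 of Table 1 were also higher with E. ulmoides (1.04, standard error 0.24, and 0.96, standard error 0.19). The spp-9 call with E. ulmoides ended without DMSO replicate 1 (1.86), and that of F48C1.9 without DMSO replicate 1 (0.82) or 3 (1.01) or E. ulmoides replicate 1 (0.94) or 4 (0.96). For far-3, the log2 fold change with E. ulmoides was 1.34 (standard error 0.34, adjusted p = 0.033 from limma), and the call ended without DMSO replicate 1 (1.11), 3 (1.24) or 5 (1.31) or E. ulmoides replicate 1 (1.25), 2 (1.37), 4 (1.26) or 5 (1.38). Without further scaling, by quantile normalization, without the filter on low values, at a mean FPKM of at least 5, with a block by code number and by an exact Wilcoxon rank-sum test, the E. ulmoides calls of these 4 genes ended, and that of far-3 also with median-of-ratios scaling.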

Following treatment with *C. chinensis* and *E. ulmoides*, 195 genes were found to be upregulated in both groups, whereas only 29 genes showed shared downregulation. Interestingly, both extracts modulate the expression of genes associated with cellular maintenance and stress adaptation, such as immune defense, lysosomal activity, and proteolysis. 

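Some lysosomal genes were higher with each extract. With E. ulmoides 8 of 42 genes of lysosomal hydrolases and membrane proteins were higher and none lower (9 and 0 adjusted over the list alone; median log2 fold change 0.17, and 0.03 without further scaling, camera adjusted p = 0.0011, adjusted p = 0.673 with an estimated correlation), against 29 with C. chinensis. The protease gene cpr-1 had 1.65 with E. ulmoides (standard error 0.44, adjusted p = 0.041 from limma), a call that ended without DMSO replicate 1 (1.32), 4 (1.63) or 5 (1.36) or E. ulmoides replicate 1 (1.63), 2 (1.61), 4 (1.61) or 5 (1.61), and in E. ulmoides replicate 3 it was below the others. The C. chinensis call of asp-1 was at 1.78 (standard error 0.22, adjusted p = 4.5e-06). Of the PMK-1 immune targets, 3 of 5 were higher with E. ulmoides (3 adjusted over the list alone; adjusted p = 0.0054, and 0.474 with an estimated correlation), with irg-5 at 1.2 and mul-1 at 0.67.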

Lysosomes are essential organelles that mediate the degradation and recycling of cellular components and play a crucial role in lifespan extension (Carmona-Gutierrez et al. 2016; Sun et al. 2020) and in the elimination of pathogenic organisms (Ballabio and Bonifacino 2020; de Magalhães 2025; Mullins and Bonifacino 2001; Pu and Qi 2024; Saftig and Puertollano 2021).

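C-type lectins are secreted or membrane proteins, many of which respond to infection. With C. chinensis 33 of 78 clec genes were higher and 2 lower (33 and 2 adjusted over the list alone; median log2 fold change 0.48, camera adjusted p = 1.2e-04, adjusted p = 0.223 with an estimated correlation), with clec-146 at 1.88, clec-48 at 1.78 and clec-97 at 1.77. With E. ulmoides 7 of 78 were higher (9 adjusted over the list alone; median 0.11, and -0.02 without further scaling; adjusted p = 0.498), with clec-9 at 0.87, clec-65 at 0.86 and clec-7 at 0.80. None of these 3 calls with E. ulmoides held without the filter on low values.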

One of the most prominently activated gene families in both extract-treated groups was the lectin family, which is widely recognized for its role in immune responses across various organisms (Pees et al. 2021). Both extracts also upregulated the expression of *hsp-70*, which encodes a heat shock protein, and *mtl-1*, one of the two metallothioneins in *C. elegans* (Supplementary Data S10). These gene families are well known for their roles in promoting stress resistance and longevity in the nematode (Murshid et al. 2013; Swindell 2011). Furthermore, a notable increase in the expression of proteolysis-related genes was observed in aged worms treated with *C. chinensis* (70 genes) and *E. ulmoides* (14 genes), suggesting enhanced protein turnover and improved cellular homeostasis. 

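The heat shock gene hsp-70 rose from 2.78 ± 0.26 to 4.84 ± 0.97 FPKM with C. chinensis and 3.61 ± 0.33 with E. ulmoides (SD, n = 5). Its log2 fold changes, 0.55 (standard error 0.11, adjusted p = 3.7e-04 from limma) and 0.46 (standard error 0.11, adjusted p = 0.029), passed the adjusted p and stayed under the 1.5-fold limit. With C. chinensis hsp-70 passed that limit without further scaling, with median-of-ratios scaling and at a pseudocount of 0.1. All 5 libraries of each treatment lay above every DMSO library (exact permutation test, p = 0.0079 for each). That p is the smallest this test can give and is not adjusted over genes. By an exact Wilcoxon rank-sum test the lowest adjusted p of any gene was 0.0158 with C. chinensis and 0.089 with E. ulmoides. The metallothionein gene mtl-1 was at 41.0 ± 4.98 FPKM with DMSO, 85.6 ± 22.2 with C. chinensis (0.86, standard error 0.18, adjusted p = 4.0e-04) and 56.4 ± 12 with E. ulmoides (0.59, standard error 0.18, adjusted p = 0.060, not past the threshold). In C. chinensis replicate 1, mtl-1 was below the other libraries of its group, and its call with C. chinensis ended by an exact Wilcoxon rank-sum test. Of 11 genes of the cytosolic heat shock response 3 were higher with C. chinensis (3 adjusted over the list alone; adjusted p = 0.075, and 0.358 with an estimated correlation) and none was called by limma with E. ulmoides (1 adjusted over the list alone; adjusted p = 0.0070, and 0.474 with an estimated correlation).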

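With C. chinensis 8 of 9 asp aspartyl protease genes were higher (8 adjusted over the list alone; median log2 fold change 1.32, camera adjusted p = 1.0e-04, adjusted p = 0.216 with an estimated correlation), with asp-17 at 2.1 and asp-5 at 1.42. Of 6 cpr genes 5 were higher (5 adjusted over the list alone; median 1.25, adjusted p = 0.0019, and 0.216 with an estimated correlation), with cpr-6 at 1.49 and cpr-4 at 1.00. Of the 70 genes Supplementary Data S11 counts for proteolysis with C. chinensis 50 were used here, and 42 of the 48 tested were higher, a list chosen on these samples and not independent evidence. The 33 proteasome subunit genes had a median of -0.29, and of -0.13 without further scaling or by quantile normalization. None was called by limma (0 adjusted over the list alone; camera adjusted p = 8.8e-06, and 0.354 with an estimated correlation), with rpn-6.2 at -0.52 and rpt-5 at -0.36. Germline and oocyte markers had negative medians in this comparison as well. With E. ulmoides, cpr-2 rose from 1.14 ± 0.76 to 6.11 ± 2.1 FPKM (SD, n = 5), and the proteasome genes had a median of 0.14 and -0.01 without further scaling or by quantile normalization, with none called (0 adjusted over the list alone; adjusted p = 1.2e-04, and 0.680 with an estimated correlation).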

Proteolysis, the regulated degradation of damaged or misfolded proteins, is crucial for maintaining proteostasis, which declines with age, leading to the accumulation of dysfunctional proteins and a deterioration in physiological function (Hamazaki and Murata 2024; Rai et al. 2022). In *C. elegans*, proteolysis has been shown to enhance stress resistance, confer protection against proteotoxic challenges in multiple tissues, and extend lifespan (Anderson et al. 2022; Panagiotidou et al. 2023).

In summary, the modulation of genes associated with stress response, immune defense, lysosomal function, and proteolysis could be the common underlying molecular cause for improved stress resistance and longevity in *C. chinensis-* and *E. ulmoides*-treated nematodes. This broad range of transcriptional responses is consistent with the multi-target nature described for several natural extracts (Herranz-López et al. 2018; Koeberle and Werz 2014; Namdeo et al. 2020; Vrabec et al. 2023) and may reflect the synergistic interactions often observed in complex phytochemical mixtures (Wagner and Ulrich-Merzenich 2009; Williamson 2001).

### Potential involvement of muscle-, collagen-, and neuron-associated genes in the effects of *C. chinensis* on locomotion and mechanosensation

Motor ability is a key indicator of organismal health, with age-related declines in muscle mass (sarcopenia) and strength (dynapenia) leading to impaired movement (Baumann et al. 2016; Jonk et al. 2025). 

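Many body wall muscle genes were higher with C. chinensis. In this tissue, unc-15, the thick filament protein paramyosin, rose from 18.0 ± 3.32 to 42.5 ± 9.91 FPKM (SD, n = 5; log2 fold change 1.05, standard error 0.13, adjusted p = 3.6e-06 from limma), and mlp-1, a LIM domain protein of muscle, had 1.16 (standard error 0.12). Of 5 hypodermis markers 3 were higher (3 adjusted over the list alone; median 0.64, camera adjusted p = 0.051, and 0.280 with an estimated correlation), with the cuticle regulator elt-3 at 0.99. With E. ulmoides none of the 35 body wall muscle markers was called by limma (0 adjusted over the list alone; median 0.16, adjusted p = 0.090), with unc-27 at 0.55 and act-2 at 0.21. In DMSO replicate 1, mlp-1 was below the other controls. Medians of the germline and oocyte lists were negative with C. chinensis.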

Treatment of *C. elegans* with *C. chinensis* seed extract until day 12 of adulthood resulted in improved locomotion (Sayed et al. 2021) and the upregulation of genes associated with muscle integrity and cuticle maintenance. 

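Dense bodies anchor the thin filaments of body wall muscle. Of the 29 genes that Supplementary Data S11 lists for this term, 26 were higher with C. chinensis and none lower, with a median log2 fold change of 0.69 and a range of 0.46 to 1.53. The list was chosen on these samples, so this is not independent evidence of its direction. The perlecan gene unc-52, which attaches dense bodies to the basement membrane, rose from 1.76 ± 0.36 to 5.12 ± 1.52 FPKM (SD, n = 5; 1.15, standard error 0.16, adjusted p = 1.1e-05 from limma).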

One of the most enriched gene ontology (GO) terms identified was “striated muscle-dense body” (Supplementary Data S11). In addition, the expression of 14 *unc* (uncoordinated) genes was found to be increased, which are known to affect movement abilities in *C. elegans* (Moerman et al. 1988). 

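Of 77 unc genes tested, 11 were higher with C. chinensis and none lower (11 and 0 adjusted over the list alone; median log2 fold change 0.27, camera adjusted p = 6.2e-04, adjusted p = 0.299 with an estimated correlation). Those with the largest changes, unc-54, unc-27, unc-52 and unc-15, encode muscle proteins. With E. ulmoides none was called by limma (0 adjusted over the list alone; median 0.02, and -0.12 without further scaling; adjusted p = 0.083). Since the paper chose this family on the same samples, its direction is not independent evidence.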

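Of 50 col collagen genes tested, 29 were higher with C. chinensis and none lower (29 and 0 adjusted over the list alone; median log2 fold change 1.00, camera adjusted p = 2.9e-06, adjusted p = 0.267 with an estimated correlation). They range up to col-101, which rose from 2.01 ± 1.45 to 31.6 ± 20.4 FPKM (SD, n = 5), and include col-183 (E. ulmoides replicate 2 below the others of its group), at 8.57 ± 2.90 FPKM against 0.542 ± 0.459, and col-178 (2.75). At a mean FPKM of at least 5, 15 col genes were higher. With E. ulmoides the median was 0.21 (adjusted p = 0.159). The paper chose this family on the same samples, so its direction is not independent evidence.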

In parallel, the upregulation of 17 collagen genes indicates enhanced stability of the cuticular framework supporting locomotion (Johnstone 1994; Shin et al. 2011).

*Cuscuta chinensis* treatment also improved mechanosensation and short-term memory in aged worms (Sayed et al. 2022). Transcriptomic data revealed increased expression of several *mec* genes (*mec-5, mec-7, mec-12,* and *mec-17*) (Supplementary Data S10), which encode proteins crucial for touch-receptor neuron function and microtubule stability (Chalfie and Thomson 1982; Goodman and Sengupta 2019; Krieg et al. 2015; Neumann and Hilliard 2014). 

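The gene mec-5, which encodes an extracellular collagen, had a log2 fold change of 0.91 with C. chinensis (standard error 0.11, adjusted p = 3.5e-06 from limma). For mec-17, a tubulin acetyltransferase, it was 0.81 (standard error 0.15, adjusted p = 1.4e-04) and for mec-7, a beta-tubulin, 0.61 (standard error 0.12, adjusted p = 2.0e-04). For mec-12, an alpha-tubulin, it was 0.56 (standard error 0.14, adjusted p = 0.0015), under the fold limit, with E. ulmoides replicate 1 above the others of its group. Of 9 mec genes 3 were higher (3 adjusted over the list alone; median 0.32, and 0.04 by quantile normalization, camera adjusted p = 0.070, and 0.216 with an estimated correlation). Of 8 touch receptor markers, a list that includes the collagen gene mec-5, 3 were higher and none lower (3 and 0 adjusted over the list alone; median 0.44, and 0.16 by quantile normalization, camera adjusted p = 0.058, and 0.216 with an estimated correlation). With E. ulmoides none was called by limma (0 adjusted over the list alone; median 0.08, and -0.04 without further scaling; adjusted p = 0.910). By quantile normalization mec-7 (0.33) and mec-17 (0.52) were no longer called, and the mec-7 call ended without DMSO replicate 4 (0.55) or C. chinensis replicate 5 (0.56). In DMSO replicate 5 mec-5, and in DMSO replicate 4 mec-17, lay below the other controls.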

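The calcium and calmodulin dependent kinase gene unc-43 rose from 24.5 ± 2.6 to 45.0 ± 3.91 FPKM with C. chinensis (SD, n = 5; log2 fold change 0.71, standard error 0.07, adjusted p = 5.0e-07 from limma). For kin-2, the regulatory subunit of protein kinase A, the values were 24.8 ± 2.38 and 45.0 ± 4.55 FPKM (0.69, standard error 0.07, adjusted p = 8.1e-07), and for its catalytic partner kin-1 the change was 0.71 (adjusted p = 4.3e-07). Of 7 genes of memory and CaMKII or cAMP signaling these 3 were higher (3 adjusted over the list alone; median 0.40, and 0.15 by quantile normalization, camera adjusted p = 0.021, adjusted p = 0.280 with an estimated correlation). Of 21 neuron markers 3 were higher (3 adjusted over the list alone; median 0.39, and 0.22 by quantile normalization, camera adjusted p = 1.5e-04, and 0.216 with an estimated correlation). Among them was the synaptic vesicle protein gene snt-1 at 0.80, which was not called by quantile normalization (0.51). With E. ulmoides unc-43 had 0.04 and kin-2 0.18, not past the threshold, and the direct differences between the extracts were 0.67 and 0.51. Germline and oocyte marker medians were negative with C. chinensis.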

Upregulation of *unc-43* and *kin-2*, both involved in CaMKII and cAMP signaling, may underlie improved associative memory (Stein and Murphy 2014), while differential expression of proteolysis-related genes suggests a contribution of the ubiquitin–proteasome system to synaptic plasticity (Farrell et al. 2023; Patrick et al. 2023).

Together, these findings suggest that *C. chinensis* enhances muscular and neuronal performance in *C. elegans* through coordinated regulation of collagen, *unc*, and *mec* genes, thereby improving locomotion and sensory function. The simultaneous upregulation of *unc-43* and *kin-2*, along with proteolysis-related genes of the ubiquitin–proteasome pathway, may further support memory formation and counteract neurodegenerative decline.

### *far-3* could play an important role in the *C. chinensis*-induced healthspan improvement

Transcriptomic analysis of *C. elegans* treated with *C. chinensis* revealed *far-3* as the most strongly upregulated gene, exhibiting a ~ 150-fold increase in expression. 

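The whole far family, whose products bind fatty acids and retinol, was higher with C. chinensis. All 8 genes were called (8 adjusted over the list alone; median log2 fold change 1.34, camera adjusted p = 8.8e-06, adjusted p = 0.216 with an estimated correlation). After far-3 came far-4 (1.72, standard error 0.23), far-5 (1.66, standard error 0.23) and far-8 (1.47, standard error 0.14). The far-5 gene overlaps far-3 on the other strand, and the paper does not state that fragments were counted by strand. The change of far-5 may therefore not be separate from that of far-3, which was not tested. With E. ulmoides 1 of 8 was higher (1 adjusted over the list alone; median 0.45, adjusted p = 9.0e-04, and 0.474 with an estimated correlation). In the direct comparison of the extracts 7 far genes were higher with C. chinensis (7 adjusted over the list alone; adjusted p = 2.4e-04, and 0.297 with an estimated correlation).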

Although large expression changes are not proof of functional involvement, such exceptional upregulation warrants further investigation. FAR proteins (Fatty Acid and Retinol-binding proteins) are nematode-specific and represent a substantial part of the excreted/secreted proteome, playing roles in lipid and retinol absorption and transport (Garofalo et al. 2003b). While analogous lipid- and retinoid-binding proteins in mammals predominantly adopt β-sheet structures, *C. elegans* FAR proteins display conserved α-helical folds with distinct hydrophobic pockets, allowing selective fatty acid and retinol binding (Garofalo et al. 2003a, 2003b). Functionally, *far-3* expression has been associated with immune responses, osmotic stress, and intercellular fatty acid transport (Burton et al. 2018; Erkut et al. 2016; Pujol et al. 2008). Moreover, FAR-3 was identified among a group of 14 proteins that increased with age in long-lived *daf-2(e1370)* mutants but not in wild-type worms (Narayan et al. 2016).

Silencing *far-3* led to increased red autofluorescence, suggesting that reduced FAR-3 expression may accelerate aging. Interestingly, worms treated with both *far-3* RNAi and *C. chinensis* extract until day 12 of adulthood did not show significant changes in autofluorescence compared to controls. This suggests that in the absence of FAR-3, *C. chinensis* may be unable to trigger the mechanisms that reduce autofluorescence and enhance healthspan. However, *C. chinensis* treatment still partially mitigated the autofluorescence increase induced by *far-3* RNAi, implying that its healthspan-promoting effects may also involve FAR-3-independent pathways. Thus, while FAR-3 seems to play a role in modulating autofluorescence, the healthspan-promoting effects of *C. chinensis* are likely mediated by a combination of FAR-3-dependent and -independent pathways.

FAR-3 may also contribute to improved stress resistance in *C. chinensis*-treated *C. elegans*. Although heat stress does not induce *far-3* expression in wild-type worms (Jovic et al. 2017; Lee et al. 2015), the thermotolerance-enhancing effect of *C. chinensis* in aged wild-type worms (Sayed et al. 2021) was abolished by *far-3* knockdown. Thus, *far-3* is likely not directly involved in the canonical heat shock response in *C. elegans* but may be essential for mediating the thermotolerance effect of *C. chinensis*. The role of FAR-3 in thermotolerance may be associated with its function as a fatty acid and retinol-binding protein. Although few connections between retinoids and heat tolerance are currently known, some studies have begun to explore this relationship (Maya-Soriano et al. 2013a, 2013b; Yue et al. 2022; Zhu et al. 2019). Fatty acids, however, have a well-established link to thermotolerance, particularly through homeoviscous adaptation: the ability of cells to modify their membrane structure to maintain proper fluidity in response to temperature changes (Ernst et al. 2016). Indeed, transcriptomic data revealed upregulation of several fatty acid metabolism genes, including elongases, desaturases, and *fasn-1* (Supplementary Data S10).

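Several genes that make and desaturate fatty acids were higher with C. chinensis. Of 7 fat desaturase genes 5 were higher and none lower (5 and 0 adjusted over the list alone; median log2 fold change 0.92, camera adjusted p = 1.5e-04, adjusted p = 0.216 with an estimated correlation), with fat-5 at 2.06 (E. ulmoides replicate 5 below the others of its group), fat-2 at 1.24, fat-3 at 1.04 and fat-6 at 0.92. Of 9 elo elongase genes 3 were higher, elo-5 (1.65), elo-6 (0.81) and elo-9 (0.78), and elo-1 was lower (-0.65) (3 and 1 adjusted over the list alone; median 0.03, adjusted p = 0.455). The fatty acid synthase gene fasn-1 rose from 11.8 ± 1.33 to 23.6 ± 2.37 FPKM (SD, n = 5; 0.82, standard error 0.09, adjusted p = 9.9e-07 from limma). In the list of fatty acid synthesis, elongation and desaturation 9 of 21 were higher and 1 lower (9 and 1 adjusted over the list alone; median 0.49, adjusted p = 0.010, and 0.216 with an estimated correlation). The calls of elo-1 ended without further scaling (-0.49) and those of elo-1 (-0.57) and elo-9 (0.48) by quantile normalization, and in DMSO replicate 1 fasn-1 lay below the other controls.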

Furthermore, locomotion assays suggest a role for FAR-3 in muscle integrity. Worms subjected to *far-3* RNAi tended to exhibit reduced motor function, while the additional treatment with *C. chinensis* extract caused a marked decline in all four measured locomotion parameters compared to untreated controls. This indicates that FAR-3 is required for the locomotion-enhancing effects of *C. chinensis*. Multiple studies have highlighted the roles of fatty acids and retinoids in regulating muscle cell function and locomotion (Berraaouan et al. 2025; El Haddad et al. 2017; Fang et al. 2016; Gao et al. 2015; Zhang et al. 2023). Fatty acids are essential for protein myristoylation, endoplasmic reticulum (ER) homeostasis, and movement (Tang et al. 2021) and disruption of fatty acid biosynthesis impairs myosin organization in body-wall muscle cells, leading to mobility defects in *C. elegans* (Tang et al. 2021). Retinoids have been widely studied for their role in muscle integrity and regeneration (Di Rocco et al. 2015; Fraczek et al. 2025; Gudas 2022; Samara et al. 2024). In mice, all-trans retinoic acid increased the capacity for cellular fatty acid oxidation in skeletal muscles (Amengual et al. 2008; Shirasawa et al. 2021). Furthermore, supplementation with retinoic acid receptor agonists in mice decreased adipogenic differentiation in skeletal muscle by muscle fatty infiltration, a process associated with age (Shirasawa et al. 2021). Interestingly, RNA-seq analysis of *C. elegans* treated with *C. chinensis* revealed significant upregulation of the KEGG pathway “retinol metabolism”.

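The 9 genes that Supplementary Data S11 lists for retinol metabolism encode dehydrogenases and UDP-glucuronosyl transferases. With C. chinensis their log2 fold changes ranged from 0.54 to 1.07 with a median of 0.86, all at an adjusted p under 0.05 from limma. One of them, the lipid droplet dehydrogenase gene dhs-3, rose from 13.6 ± 1.34 to 25.1 ± 2.71 FPKM (SD, n = 5; 0.71, standard error 0.07, adjusted p = 7.8e-07). Its C. chinensis replicate 4 was below the other libraries of the group. The list was chosen on these samples and is not independent evidence. With E. ulmoides dhs-3 had 0.03 (adjusted p = 0.82). It is also one of 15 intestine markers, of which 4 were higher and none lower with C. chinensis (4 and 0 adjusted over the list alone; median 0.42, camera adjusted p = 2.7e-04, and 0.216 with an estimated correlation), and 1 lower with E. ulmoides (1 adjusted over the list alone; median -0.12, adjusted p = 0.0011, and 0.474 with an estimated correlation).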

Taken together, our findings suggest that FAR-3 may play a central role in mediating the healthspan-promoting effects of *C. chinensis* in aged worms, linking lipid and retinoid metabolism with stress responses and muscle maintenance. However, it is important to note that these results are preliminary and do not provide direct evidence that FAR-3 affects healthspan-related phenotypes through lipid metabolism or retinol signaling. Nonetheless, FAR-3 represents a promising candidate for further investigation into the molecular mechanisms underlying the healthspan benefits of *C. chinensis*.

### *Cuscuta chinensis* modulates genes implicated in antagonistic pleiotropy and insulin-like signaling

The insulin/IGF-1 signaling (IIS) pathway is one of the key regulators of metabolism, stress resistance, and lifespan in *C. elegans* (Berk 2024). When the insulin-like receptor DAF-2 is active, it suppresses the FOXO transcription factor DAF-16, favoring growth and reproduction. In contrast, when IIS activity is reduced, DAF-16 translocates to the nucleus and activates genes that promote stress resistance and longevity (Ham et al. 2024; Sun et al. 2017).

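Of 25 insulin-like peptide genes tested, 8 were higher and 5 lower with C. chinensis (8 and 5 adjusted over the list alone; median log2 fold change 0.33, and 0.07 by quantile normalization, camera adjusted p = 0.148). The lower ones besides ins-23 were ins-20 (-1.08, standard error 0.23, adjusted p = 6.0e-04 from limma), ins-22 (-0.89, standard error 0.23, adjusted p = 0.0025), ins-37 (-0.75, standard error 0.11, adjusted p = 1.6e-05) and ins-10 (-0.71, standard error 0.23, adjusted p = 0.013). The gene ins-7, an agonist of the insulin receptor, rose from 25.1 ± 7.53 to 76.7 ± 30.3 FPKM (SD, n = 5; 1.39, standard error 0.22, adjusted p = 4.5e-05). Other increases were in ins-27 (1.51, standard error 0.27) and ins-19 (1.34, standard error 0.36). With E. ulmoides 1 gene, ins-31 (1.2), was higher (1 adjusted over the list alone; median 0.03, and -0.08 without further scaling). The ins-10 call ended without C. chinensis replicate 1 (-0.47) and without further scaling (-0.57), and that of ins-31 without DMSO replicate 1 (1.18) or 3 (1.06), with E. ulmoides replicate 4 above the other libraries. By an exact Wilcoxon rank-sum test the calls of ins-10, ins-22, ins-19 and ins-31 ended.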

Treatment with *C. chinensis* downregulated a distinct subset of insulin-like peptide (ILP) genes (*ins-10*, *ins-20*, *ins-22*, *ins-23*, *ins-37*), with *ins-23* showing the strongest decrease, and concurrently upregulated *ins-7*. In *C. elegans*, ILPs form a transcriptionally interlinked regulatory network that controls DAF-2/DAF-16 signaling and thereby specifies physiological outcomes (Fernandes de Abreu et al. 2014). Reduced expression of agonistic ILPs or an altered balance between agonists and antagonists is expected to diminish DAF-2 activity, promote DAF-16 nuclear translocation, and activate stress-protective genes, consistent with the enhanced stress resistance and extended lifespan observed after *C. chinensis* treatment. Although INS-23 and INS-37 have been proposed to function as DAF-2 antagonists, their downregulation, together with that of multiple agonistic ILPs (*ins-10*, *ins-20*, *ins-22*), likely reflects compensatory transcriptional crosstalk within the ILP network. Such coordinated regulation can produce a net reduction in insulin/IGF signaling, as seen in *ins-23* mutants that also exhibit increased longevity and stress tolerance (Fernandes de Abreu et al. 2014). Thus, the combined transcriptional adjustments of ILPs following *C. chinensis* exposure probably shift the network toward a low-IIS state and contribute to the extended healthspan.

Furthermore, *C. chinensis* treatment resulted in downregulation of several genes involved in reproduction and germline development. 

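The oocyte gene cbd-1, an eggshell protein, had a log2 fold change of -0.60 with C. chinensis (standard error 0.12, adjusted p = 2.6e-04 from limma), a call that ended under 3 other scalings (-0.44 to -0.55) and without DMSO replicate 1 or 4 (both -0.58) or C. chinensis replicate 3 (-0.51) or 5 (-0.55). Of 62 sperm genes 1 was lower, msp-42 (1 adjusted over the list alone; median -0.13, and 0.03 without further scaling; camera adjusted p = 0.118). Of 13 ribosome biogenesis genes 3 were lower (3 adjusted over the list alone; median -0.38, adjusted p = 5.8e-04, and 0.299 with an estimated correlation), lpd-7 at -0.76, pro-1 at -0.67 and nst-1 at -0.61. With E. ulmoides no germline or oocyte marker was called by limma (0 adjusted over each list alone), and the medians were 0.11 and 0.01, against -0.04 and -0.14 without further scaling. The calls of pro-1 (-0.51) and nst-1 (-0.45) ended without further scaling, and that of nst-1 without DMSO replicate 5 (-0.58) or C. chinensis replicate 3 or 5 (both -0.58).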

Although *C. chinensis* slightly delayed reproduction in *C. elegans*, total offspring numbers were unchanged (Sayed et al. 2021). Notably, RNA-seq data showing downregulation of reproduction- and development-related genes were obtained from aged, post-reproductive nematodes, raising the question of how such late-life gene regulation might influence health and survival. In *C. elegans*, there is strong evidence that the downregulation or removal of reproductive functions in adulthood can enhance somatic health and extend lifespan. Classic experiments showed that removal of germline cells extends lifespan, suggesting that reproductive tissues influence somatic aging (Hsin and Kenyon 1999). This longevity extension requires activation of conserved signaling pathways, notably the transcription factor DAF-16 and lipid-derived hormonal cues that reprogram intestinal metabolism and enhance stress resistance (Antebi 2013). Importantly, post-reproductive RNAi screens have revealed that late-life knockdown of reproduction-related genes can improve healthspan and lifespan, suggesting that suppression of reproduction pathways during aging exerts direct beneficial effects (Wilhelm et al. 2017). This is in line with antagonistic pleiotropy: genes that promote early reproduction can reduce longevity, while their downregulation later in life alleviates this trade-off in favor of somatic maintenance (Wu et al. 2022a). Comparable phenomena in *Drosophila*, where germline ablation modulates insulin signaling and extends lifespan, indicate that reproductive signaling and its influence on aging are evolutionarily conserved (Flatt et al. 2008). Collectively, these findings suggest that downregulation of reproductive gene activity in later life contributes causally to improved healthspan and longevity across taxa.

Interestingly, both *ins-23* and *far-3* are involved, directly or indirectly, in controlling lipid metabolism and stress protection. While INS-23 acts upstream as a hormonal signal regulating IIS and energy balance, FAR-3 functions downstream by binding fatty acids and retinoids to support membrane and cellular health. Their coordinated changes after *C. chinensis* treatment may indicate a broader adjustment of endocrine and metabolic pathways that together promote stress resistance and longevity.

### Comparative transcriptomic interpretation of *C. chinensis* and *E. ulmoides* extract treatment

Both *C. chinensis* and *E. ulmoides* extracts enhanced stress resistance and lifespan in *C. elegans*. RNA-seq analysis showed that both treatments activated conserved effector pathways involved in lysosomal biogenesis, proteolysis, and innate immunity, key processes supporting cellular maintenance and detoxification. These shared signatures indicate convergence on a common stress-resilience network that sustains proteostasis and counteracts age-related decline.

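For the lysozymes, 2 of 6 lys genes were higher with E. ulmoides (5 adjusted over the list alone; median log2 fold change 1.1, camera adjusted p = 0.0078, adjusted p = 0.474 with an estimated correlation), and with C. chinensis the median was 1.83. Directly compared, 4 of the 6 were higher with C. chinensis than with E. ulmoides (4 adjusted over the list alone; median 0.9), and the list did not pass by camera (adjusted p = 0.084, and 0.372 with an estimated correlation). In FPKM, lys-7 was at 136 ± 73.2 with DMSO, 806 ± 289 with C. chinensis and 296 ± 57.6 with E. ulmoides (SD, n = 5). The cnc antimicrobial peptide genes went from 2 of 9 higher with E. ulmoides (3 adjusted over the list alone; median 0.50, adjusted p = 0.012, and 0.584 with an estimated correlation) to 9 of 9 with C. chinensis (9 adjusted over the list alone; median 1.92, adjusted p = 2.9e-05, and 0.216 with an estimated correlation). All 9 were also higher with C. chinensis than with E. ulmoides (9 adjusted over the list alone; adjusted p = 4.1e-04, and 0.3 with an estimated correlation).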

Despite this overlap, *C. chinensis* exhibited a broader transcriptomic remodeling, characterized by activation of several upstream regulators. Only *C. chinensis* treatment resulted in upregulation of *hlh-30*, a master regulator of lysosomal and autophagic genes (Lapierre et al. 2013; Zhong and Richardson 2024), and *hif-1*, a hypoxia-inducible transcription factor integrating metabolic and stress signals to modulate longevity (Belapurkar et al. 2023; Feng et al. 2024), together with modulation of several insulin-like peptides that regulate the IIS network (Matsunaga et al. 2018; Nele 2021). These transcriptional patterns suggest that *C. chinensis* modulates the aging process through higher-level regulatory nodes that coordinate stress defense, energy metabolism, and reproduction, whereas *E. ulmoides* primarily reinforces the downstream execution of these processes.

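The transcription factor gene hlh-30 rose from 30.5 ± 2.83 to 54.1 ± 5.08 FPKM with C. chinensis (SD, n = 5; log2 fold change 0.66, standard error 0.07, adjusted p = 7.0e-07 from limma) and was at 27.8 ± 1.08 with E. ulmoides (0.02, adjusted p = 0.90). The hypoxia factor gene hif-1 went from 28.7 ± 2.45 to 49.9 ± 4.15 FPKM with C. chinensis (0.63, standard error 0.06, adjusted p = 5.9e-07) and to 25.8 ± 1.3 with E. ulmoides (-0.01, adjusted p = 0.97). The FPKM means are unscaled and the fold changes come from scaled values, so the means with E. ulmoides lie below DMSO without a matching fold change. The direct differences between the extracts were 0.64 for hlh-30 and 0.63 for hif-1. Of 7 hypoxia response genes 3 were higher with C. chinensis (3 adjusted over the list alone; median 0.57, camera adjusted p = 0.0023, adjusted p = 0.216 with an estimated correlation), phy-2 at 1.00 and cysl-1 at 0.68 beside hif-1, and none was called by limma with E. ulmoides (0 adjusted over the list alone; median 0.04, and -0.07 without further scaling; adjusted p = 0.725). By quantile normalization cysl-1 (0.48) was not called. Germline and oocyte medians were negative with C. chinensis.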

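At the same dose and day, E. ulmoides changed 168 genes and C. chinensis 2802 at the same thresholds. The E. ulmoides count moved with the settings. Genes higher were 3 without the filter on low values, 20 without further scaling, 0 by an exact Wilcoxon rank-sum test and 643 without a fold limit. Some genes for secreted defense proteins and proteases, and far-3, were called with both, while called changes in muscle, peroxisome, desaturase and DNA replication genes were found with C. chinensis. The E. ulmoides call of far-3 ended when any of several single libraries was left out. With an estimated correlation between genes, no list passed by camera with either extract. The numbers of fragments per library overlapped between the groups. With every library thinned to the depth of the shallowest, 2309 genes were higher and 492 lower with C. chinensis, and 155 and 19 with E. ulmoides, a setting chosen after seeing the data.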

Interestingly, *E. ulmoides* exposure modulated fewer than 400 genes, whereas *C. chinensis* altered over 3000. Such a strong transcriptional response aligns well with the tendency of complex natural extracts to trigger extensive transcriptomic reprogramming in *C. elegans,* frequently encompassing several hundred to thousands of differentially expressed genes (Ding et al. 2024; Kumarasingha et al. 2019; Miao et al. 2025; Spiegler et al. 2017). This broad response likely arises from the chemical diversity of natural extracts, which contain numerous bioactive metabolites capable of simultaneously engaging multiple cellular stress and metabolic pathways. Indeed, the phytochemical complexity of both extracts, including diverse secondary metabolites and quantitative differences between them, has been demonstrated by UPLC-MS/MS profiling (Sayed et al. 2022).

Mild xenobiotic and redox stress can activate conserved stress-response transcription factors such as SKN-1, DAF-16, and HSF-1, as well as members of the large nuclear hormone receptor (NHR) family (Brunquell et al. 2016; Jones et al. 2013; Tullet 2015; Turner et al. 2024). Because each of these regulators controls extensive downstream gene networks involved in detoxification, proteostasis, and lipid metabolism, their simultaneous activation produces a large and coordinated transcriptional shift. Such global remodeling is consistent with hormesis, a phenomenon in which a mild stress stimulus enhances cellular defense capacity and stress resistance, as previously described for several natural extracts (Calabrese et al. 2019; Caruso et al. 2024; Ding et al. 2024; Herranz-López et al. 2018; Miao et al. 2025; Skaperda et al. 2021) and also proposed for *C. chinens*is (Sayed et al. 2021). The pronounced upregulation of *far-3*, encoding a fatty-acid and retinol-binding protein, further suggests that lipid mobilization and transport processes play a central role in this adaptive response, as similar lipid-binding proteins have been implicated in stress adaptation and metabolic remodeling in *C. elegans* (Kumarasingha et al. 2019; Spiegler et al. 2017).

Collectively, these findings support a model in which both plant extracts enhance stress resilience through conserved longevity pathways, yet *C. chinensis* engages additional upstream transcriptional and hormonal layers that broaden its physiological benefits and explain the large numbers of DEGs.

### Conclusions, limitations and future directions

This study provides new molecular insight into how *C. chinensis* and *E. ulmoides* promote healthspan in *C. elegans*. Both extracts enhanced stress resistance and lifespan, likely via shared activation of immune defense, lysosomal, and proteolytic pathways that support cellular maintenance. However, only *C. chinensis* additionally improved locomotion, short-term memory, mechanosensory response, and reduced intestinal autofluorescence in aged worms, indicating broader anti-aging effects. Consistent with the broad spectrum of observed phenotypes, *C. chinensis* induced extensive transcriptomic remodeling with over 3000 differentially expressed genes. The modulation of collagen-, *unc*-, and muscle-associated genes may explain improved locomotion, while upregulation of *mec* genes could underlie enhanced mechanosensation. Furthermore, *far-3*, encoding a fatty acid and retinol-binding protein and the most strongly induced gene, may play a central role in healthspan enhancement during *C. chinensis* treatment. Additionally, *C. chinensis* influenced genes linked to antagonistic pleiotropy and insulin-like signaling, suggesting broader engagement of aging-related pathways. Together, these findings point to hormesis-driven, systemic reprogramming as a likely mechanism underlying the health-promoting effects of *C. chinensis*.

Although this study provides valuable insights into the mechanisms of *C. chinensis* and *E. ulmoides*, several limitations should be noted. The transcriptomic data represent only an initial step, as functional validation at the protein and metabolic levels remains outstanding. Protein abundance and activity often better reflect biological outcomes than mRNA levels (Evans 2015), thus the functional relevance of key genes such as *far-3* and *ins-23* has yet to be confirmed. By using overexpression strains, GFP-reporter assays, proteomics, and lipid profiling, future studies should ultimately determine whether FAR-3 and insulin-like signaling mediate the observed benefits on healthspan and lifespan, and further elucidate the underlying mechanisms, temporal dynamics, and tissue-specific contributions governing this regulation. In addition, the use of fluorescent reporter strains, enzymatic assays, immunodeficient mutants, and lysosomal activity assays will enable monitoring of autophagy and protease activity in extract-treated nematodes, as well as the role of the immune system in the healthspan-promoting effects, thereby clarifying their contribution to the observed outcomes. Undoubtedly, it would also be interesting to determine whether the downregulation of reproduction- and development-related genes occurs as well in younger nematodes during the reproductive phase. Ultimately, extending these analyses to mammalian or cell-culture models will be necessary to test whether the mechanisms uncovered in *C. elegans* are conserved and to evaluate their translational relevance for healthy aging.

In addition, several inherent limitations of transcriptomics itself should be considered. According to Cui et al. (2021), high variation in transcript expression can strongly affect the reproducibility of RNA-seq differential expression results. To mitigate such variability, the authors recommend increasing the number of biological replicates and applying appropriate normalization and filtering procedures rather than relying solely on harsher statistical cutoffs. In line with these recommendations, our analysis employed TMM normalization, excluded low-abundance genes, and used five biological replicates with each 3000–4000 nematodes per condition. Differential expression was determined using Benjamini–Hochberg adjusted *p*-values (< 0.05) and a fold-change cutoff of ± 1.5. In total, our procedure provides a robust and reproducible framework consistent with the best practices highlighted by Cui et al. (2021).

Furthermore, Dam et al. (2023) showed that alternative splicing is a major regulator of human biology and suggested that many RNA-seq studies may overlook critical biological insights by ignoring isoform-level regulation. Alternative splicing is less common in *C. elegans* (Ramani et al. 2011); however, several genes, particularly from the *unc* family and other key players of the nervous and muscular system (Tan and Fraser 2017; Weinreb et al. 2025) generate multiple isoforms through alternative splicing. Isoform-resolved or long-read sequencing could help capture these gene-specific events more accurately.

Importantly, large fold changes in gene expression do not automatically imply functional relevance (Evans 2015; Rodriguez-Esteban and Jiang 2017), suggesting that the biological significance of the top 10 enriched DEGs shown in Table 1 should be interpreted with caution. Nevertheless, several studies indicate that pronounced transcriptional shifts can represent meaningful biological signals when interpreted carefully. Li et al. (2022) cautioned that standard RNA-seq pipelines may inflate false positives, emphasizing the importance of stringent statistical control and reproducibility. Liu et al. (2023) found that highly expressed genes are consistently recovered across RNA-seq platforms, suggesting that these DEGs often reflect robust biological changes. Similarly, Carbonetto et al. (2023) showed that strong expression changes often involve co-regulated genes within specific pathways, suggesting that pronounced DEG patterns reflect meaningful functional responses. However, additional functional analyses are necessary to verify the biological relevance of the transcriptomic data.

Finally, it will be essential to explore the role of specific active components within the extracts. Which compounds identified in the UPLC–MS/MS analysis (Sayed et al. 2022) are responsible for the observed transcriptional and phenotypic effects, and do they act independently, additively, synergistically, or even antagonistically? To address these questions, single and combined components should be tested in both phenotypic and transcriptomic assays.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary data files or are accessible through GEO Series accession number GSE274478 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274478).

## Declarations

### Clinical trial number

Clinical trial number: not applicable.

# Supplementary material for: Transcriptomic insights into the healthspan-enhancing effects of C. chinensis seed and E. ulmoides bark extracts in Caenorhabditis elegans
**Source:** Biogerontology. 2025 Nov 13;26(6):203. doi: 10.1007/s10522-025-10349-1
**Supplement:** Supplementary file 1 — Supplementary file1

Supplementary data S1-S9

Article:

Transcriptomic Insights into the Healthspan-Enhancing Effects of *C. chinensis* Seed and *E. ulmoides* Bark Extracts in *Caenorhabditis elegans*

Journal:

Biogerontology

Authors:

Shimaa M. A. Sayed, Anna Pitas, Christian Schmitz-Linneweber, Nadine Saul

Affiliation: Molecular Genetics Group, Institute of Biology, Faculty of Life Sciences,

S1: List of used primers

Primer		5'→3' sequence	Ta	L	Efficiency (%)
act-1	Fw	TCCAAGAGAGGTATCCTTAC	56	169	98.3
	Rv	CGGTTAGCCTTTGGATTGAG			
cdc-42	Fw	ATTACGCCGTCACAGTAATG	56	248	93.7
	Rv	ATCCCTGAGATCGACTTGAG			
hsp-16.1	Fw	CTATTTCCGTCCAGCTCAAC	54.8	410	95.2
	Rv	TTTGTTCAACGGGCGCTTGC			
hsp-16.2	Fw	ACGCCAATTTGCTCCAGTCT	55	347	99.7
	Rv	TCTCTTCGACGATTGCCTGT			
hsp-70	Fw	AGCCGGTTGAAAAGGCACT	55	338	97.4
	Rv	TGTTTTGGAAGCTTTGGCAGG			
daf-21	Fw	ATTCGCTACCAGGCACTCAC	55.9	240	101.7
	Rv	GAATCCGACTCCGAAGTAC			
hsp-12-6	Fw	TGGAGTTGTCAATGTCCTCG	53.6	235	100.3
	Rv	TCCATGTGAATCCAAGTTGCTC			
lys-7	Fw	GGTTCCCCCGATTGTTGACT	56	206	101.9
	Rv	ATCCTTGTCTGCTGGGTTG			
lys-1	Fw	TGGATTGAGGTTACCTCCCC	54.8	220	95
	Rv	TCAGTCCGTATTGCTTGGCT			
ins-23	Fw	AGCTTGGGAGAAAAGGCTGA	55	154	103
	Rv	TAAAGACCACGTCCTCCAGC			
far-3	Fw	AGCTTGGGAGAAAAGGCTGA	55	133	97.5
	Rv	TAAAGACCACGTCCTCCAGC			
far-3 RNAi	Fw	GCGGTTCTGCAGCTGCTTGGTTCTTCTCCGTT	55	485	102
	Rv	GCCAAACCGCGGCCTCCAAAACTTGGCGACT			
M13-24F-BLUE (LGC)	Fw	GTAAAACGACGGCCAGTGAGCGCG	Used for sequencing company Biosearch Technologies, Berlin		
ASK-FN2 (LGC)	Rv	CGGCCTTTTTACGGTTCCTG	Used for sequencing company Biosearch Technologies, Berlin		

Ta: Annealing temperature [°C]; L: Product length [bp]

S2: qPCR protocol

Temperature	Minutes	Loops
95 °C	02:00	
95 °C	00:10	35 cycles
Ta °C	00:20	
72 °C	00:30	
95 °C	01:00	
Melting curve (Ta °C- 95 °C, steps 0.5 °C)	00:10	

Ta = Annealing temperature

S3: Construction of the *far-3* RNAi feeding strain

Primers were designed by using the National Center for Biotechnology Information (<https://www.ncbi.nlm.nih.gov>). In addition, the restriction sites Pst-I (forward) and Sac-II (reverse) and a few overhanging bases as “leader sequence” were added, to improve efficient cutting (www.addgene.org/protocols/pcr-cloning/). The primer pair (see primer pair “*far-3* RNAi” in Supplementary Table S1) was checked for the optimal annealing temperature (New England BioLabs™ Calculator) and the formation of dimers and hairpins. The estimated fragment size was 485 bp long. Primers were then ordered at Thermo Fisher Scientific and 100 µM stock solutions were stored at -80 °C.

To amplify part of the *far-3* sequence, the master mix shown in Table S3 A was used. 5 µl of water (as negative control) or 5 µl of gDNA was pipetted into PCR tubes and 45 µl of the master mix was added into each tube on ice. The PCR was run according to the program shown in Table S3 B. The PCR product was checked by gel electrophoresis to verify the correct size. The PCR product was then cleaned up using the Monarch® PCR & DNA Cleanup Kit (5 µg) according to the manufacturer’s manual. The DNA concentration and purity were finally determined via NanoDrop measurement.

S3A: Reagents and volumes for the PCR master mix to amplify *far-3*

Reagent	volume [µl] for 1 sample
ddH ₂ O	36
Q5Buffer B (10x)	5
dNTP Mix (10 mM)	1
<i>far-3</i> forward primer (10 µM)	1.25
<i>far-3</i> reverse primer (10 µM)	1.25
Q5 polymerase	0.5
**Total volume**	**45**

S3B: PCR program to amplify *far-3*

Temperature	Minutes	Loops
95 °C	01:00	3 cycles
95 °C	00:20	
53 °C	00:30	
72 °C	01:00	
95 °C	00:20	35 cycles
70 °C	00:30	
72 °C	01:00	
72 °C	02:00	
15 °C	Hold	

S4: NCBI BLAST results of obtained sequences from the self-constructed *far-3* RNAi feeding strain

Gene	Primer	Total Score	Query Cover	E Value	Percent Identity
<i>far-3</i>	M13-24F-BLUE	896	42 %	0	100
	ASK-FN2	896	41 %	0	100

S5: Thermocycler protocol for the synthesis of cDNA

Temperature	Minutes
25 °C	10
50 °C	30
85 °C	5

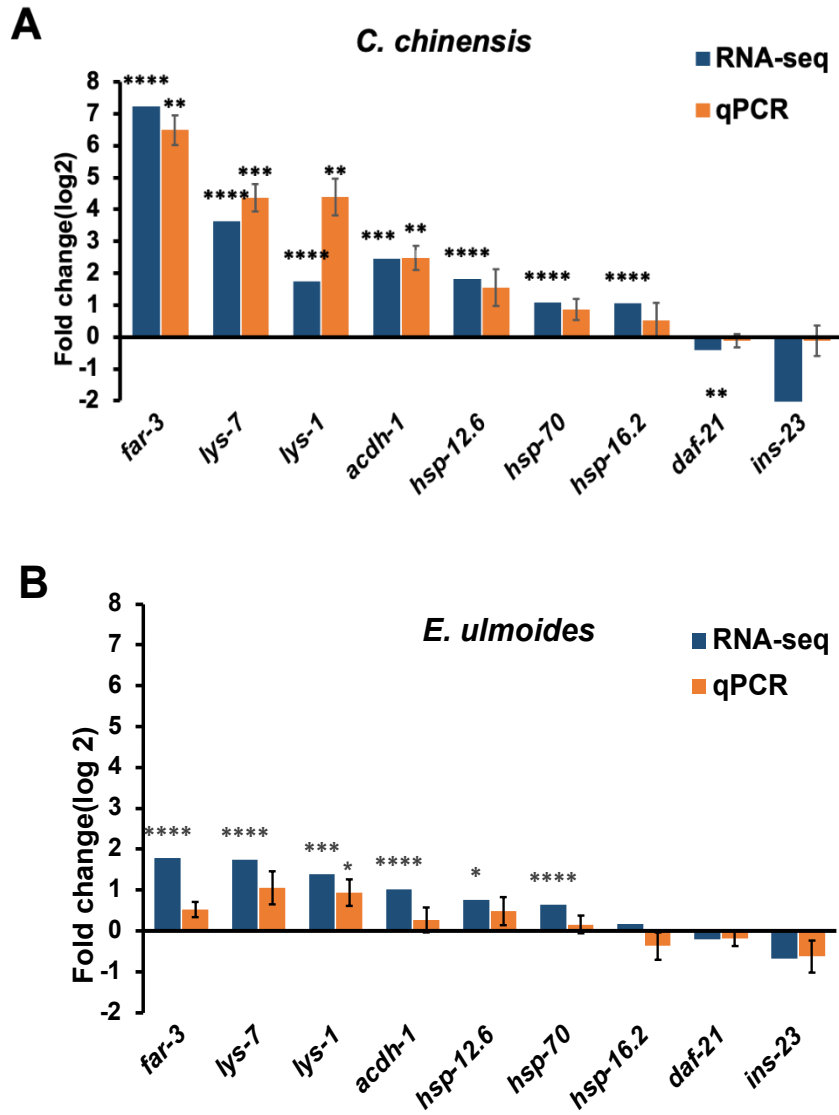

Figure S6: Validation of RNA-seq results using RT-qPCR. The expression profiles of eight genes in aged *C. elegans* after (A) *C. chinensis* or (B) *E. ulmoides* treatment were analyzed via RT-qPCR and the resulting expression values were calculated according to the Pfaffl method. The expression values of *act-1* and *cdc-42* were used to normalize the data. The bars represent the mean of three biological replicates. The error bars represent the standard error of the mean (SEM). The p-values are indicated by* (p < 0.05), ** (p < 0.01), *** (p < 0.001), or **** (p < 0.0001).

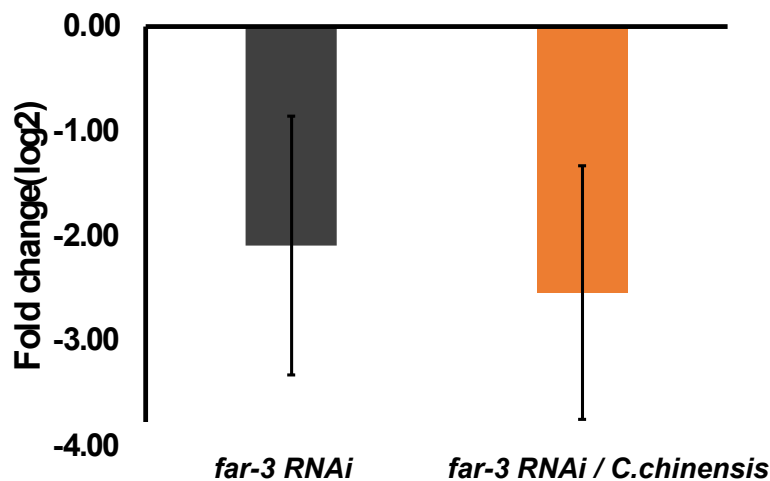

Figure S7: log2foldchange values for *far-3* after RNAi treatment. Worms were grown until the 3rd day of adulthood, and RNA interference was triggered from the L4 larvae stage via *E. coli* HT115 bacteria-feeding strains. Additionally, one group (orange bar) was also treated with *C. chinensis* extract in parallel. The expression values were calculated according to Pfaffl (2001). Gene expression values of the reference genes *act-1* and *cdc-42* were used to normalize the data. The graph of the RT-qPCR shows the mean of three biological replicates. The error bars show the standard error of the mean (SEM), and statistical significance was determined according to one-way ANOVA and post-hoc Bonferroni test with $*(p < 0.05)$.

S8: Lifespan analysis of *C. elegans* treated with either 30 µg/mL *C. chinensis*/*far-3* RNAi or only *far-3* RNAi, using EV RNAi for the control.

Treatment	Mean Lifespan		Min.<br>(days)	Med.<br>(days)	Max.<br>(days)	n	p _{Bonf}
	Days ± SE	%					
Control	18.54 ± 0.34	100.0	15.47	17.88	25	219	
<i>C. chinensis/far-3</i>	19.06 ± 0.32	102.8	15.41	18.58	27	226	0.2966
<i>far-3</i>	17.92 ± 0.32	96.7	14.85	17.06	24	224	0.1371

SE = Standard error of the mean; Min/Med/Max lifespan = days till deaths in population reached 25%/50%/100%; The p-values (p_{Bonf}) represent significance determined by a log-rank test with *post-hoc* Bonferroni adjustment.

S9: Survival after heat stress of *C. elegans* on the 12th day of adulthood treated with either 30 µg/mL *C. chinensis*/*far-3* RNAi or only *far-3* RNAi, using EV RNAi for the control.

Treatment	Mean Survival		Min.<br>(days)	Med.<br>(days)	Max.<br>(days)	n	p _{Bonf}
	Days ± SE	%					
Control	3.51 ± 0.1	100.0	2.11	2.96	8	219	
<i>C. chinensis</i> / <i>far-3</i>	3.26 ± 0.1	92.8	1.69	2.53	9	224	0.2569
<i>far-3</i>	3.39 ± 0.09	96.6	1.94	2.74	8	226	0.678

SE = Standard error of the mean; Min/Med/Max lifespan = days till deaths in population reached 25%/50%/100%; The p-values (p_{Bonf}) represent significance determined by a log-rank test with *post-hoc* Bonferroni adjustment.

How the deposited data were processed for this re-analysis (not part of the article)

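Whole wild-type worms were exposed from the L4 stage to C. chinensis seed extract or E. ulmoides bark extract at 30 µg/mL, or to 0.05% DMSO, and RNA was taken on day 12 of adulthood, with 5 libraries in each of 3 groups. The group of each of the 15 libraries was taken from its deposited label. The libraries carry a replicate number and a code number, and neither is stated to pair the libraries of different groups, so no pairing was used in the fit.

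The FPKM values were made by the authors, who aligned the reads with HISAT2 (version not given) to WBcel235, counted fragments per gene and divided them by gene length and library total, as deposited in one table with one column per library. The tool that counted fragments and the annotation release are not stated. The table holds 46906 genes, of which 20220 are at 0 in every library. The unit was tested on the values. The FPKM of the 21-nucleotide piRNA genes are whole multiples of one step per library, which gives the library's fragment total. With these totals, one length per gene made the values of all 26686 genes above 0 whole fragments in every library, within 0.0001. Of 22022 counts printed in Supplementary Data S10, 21980 (99.81%) equal the recovered fragments.

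The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. Gene positions came from Ensembl release 115. The FPKM were scaled between libraries by a trimmed mean of M values without weights, with 30% of M and 5% of A trimmed at each end, and log2(scaled FPKM + 0.5) was taken. Genes with an FPKM of at least 1 in at least 5 libraries were kept. A linear model over all 15 libraries with an empirical Bayes trend (limma lmFit and eBayes) gave the 3 comparisons, and p-values were adjusted by Benjamini-Hochberg over the genes kept. The paper's thresholds were used, an adjusted p under 0.05 with a fold above 1.5 or below 0.667. The authors used edgeR through DEBrowser with a filter on scaled counts, so the test and the filter here are not theirs. On simulated data with 50 genes at each of 4 folds, 96% at a fold of 2, 98% at 4, 80% at 0.5 and 90% at 0.25 were called with C. chinensis, with 3 calls among unchanged genes.

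Gene families, pathways and tissue markers were written as 102 lists, and 84 with at least 5 genes kept were tested with camera, at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists. The lists that the text describes were picked after the list results had been seen. For single genes an exact two-sided permutation test of the mean log2 value was used, with 5 libraries against 5. Genes named are those the paper names in its text, Table 1 or Fig. S6, the 10 higher and 10 lower genes with the largest change in each comparison with DMSO among called genes that changed the same way in every library against the control mean, and up to 4 called members of each list described, or up to 2 with the smallest p where none is called. Values in the paper's tables had been seen when this rule was written. The lists, the tests, this rule and most alternatives were set before the data were examined.

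Fragments per library set the precision of weakly expressed genes. For example, W09B7.2 had 109 to 307 fragments in the DMSO libraries. Errors are SDs or standard errors over 5 libraries per group, not counting errors. Alternatives covered the scaling (none, median of ratios, quantile), the pseudocount (0.1 and 1), the filter (none, and a mean FPKM of at least 5), the libraries in the fit, a block by replicate number or by code number, the test, the fold limits and each library left out in turn. Alternatives added after seeing the data were voom on the recovered fragments, libraries thinned to equal depth, filter and scaling over 10 libraries alone, fold limits of 2 and 0.667 on the exponential of the log2 fold change, and leaving out the 4 libraries with the most fragments. Survival, behaviour and qPCR assays are not analysed here. The FPKM table and the counts printed in Supplementary Data S10 were used, with the gene lists of Supplementary Data S11.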

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

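Of the tests in this part, the comparison of muscle with neuron markers and the reading of each split by its majority of libraries were chosen after the results were seen, and the genes perm-2, perm-4, cpg-2, cpg-1, gld-1 and prg-1 were picked by their abundance after their values were seen.

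In 35 of 768 groups of 5 libraries of a named gene (4.6%), the highest or lowest library stood far from the others by Dixon's test (gap over range above 0.71). Chance gives about 1 in 20 groups, so the number of such groups is near that of chance. Among DMSO libraries, replicate 5 was lowest for R07C12.1 (7.58 FPKM), epg-8 (37.9) and mec-5 (3.51) and highest for ctl-1 (13.4), ifd-2 (11.6) and nol-5 (370). Replicate 1 was lowest for fasn-1 (9.59), fipr-22 (1.29), mlp-1 (39.5) and ttr-59 (3.49), replicate 4 lowest for mec-17 (1.34), replicate 3 highest for egl-9 (5.78) and replicate 2 highest for ttr-32 (18.3).

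With C. chinensis, replicate 1 was lowest for mtl-1 (49.6 FPKM) and highest for daf-2 (39.3), replicate 3 highest for F45D11.5 (0.881), replicate 4 lowest for dhs-3 (20.3) and nspc-18 (4.28) and highest for atg-3 (90.1), and replicate 5 highest for eat-4 (2.85), fbxa-165 (6.14) and nhr-68 (34). With E. ulmoides, replicate 1 was highest for mec-12 (2.16), replicate 2 lowest for cnc-1 (1.34) and col-183 (0.478), replicate 3 lowest for cpr-1 (31.2), ugt-26 (3.64) and ugt-44 (1.21), replicate 4 lowest for fbxa-140 (27.7) and his-60 (42.5) and highest for ins-31 (3.25), and replicate 5 lowest for act-1 (57.8) and fat-5 (11.6) and highest for mrpl-37 (44.6) and psf-3 (119.3).

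Signals also stood out in genes that the paper does not discuss. With C. chinensis all 4 yolk protein genes tested were higher (4 adjusted over the list alone; median log2 fold change 1.93), and with E. ulmoides none was called by limma (1 adjusted over the list alone; median 0.42). The median was 1.8 for epidermal antimicrobial peptides, -0.50 for DNA replication genes and -0.31 for cytosolic ribosomal proteins (-0.15 without further scaling and -0.04 by quantile normalization). With E. ulmoides the ribosomal protein median was 0.27, against 0.12 without further scaling and 0 by quantile normalization (camera adjusted p = 2.1e-20, and 0.474 with an estimated correlation). Between the extracts 37 of 79 were lower with C. chinensis (37 adjusted over the list alone; median -0.57). Calls of lower genes in that comparison depend on the scaling, with 1314 in all and 84 without further scaling. The largest single change was in spp-9, at 5.05 with C. chinensis, and W09B7.2 was at -2.35 in C. chinensis against E. ulmoides.

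Among genes past 1.5-fold, more were higher than lower with C. chinensis, while without a fold limit 4145 were higher and 5106 lower. The scaling between libraries is argued against as the cause of this, since under the other scalings the percent of called genes that were higher was at least 64.9. A lower share of RNA from germ cells and oocytes stays open, since the median of the germline or oocyte list, whichever was higher, lay at -0.30 relative to the median of all genes. Muscle markers rose more than neuron markers by 0.28 (permutation of genes between the lists, p = 0.0058). A loss of germ cell RNA would raise both alike, except that the pseudocount shrinks the changes of weakly expressed genes more. That p treats the genes as independent, although genes of a list vary together, and does not measure the spread between libraries. Whether germ cell RNA is the whole cause of the balance is therefore left open. The most abundant germline markers fell, gld-1 from 533 to 421 FPKM and prg-1 from 426 to 372, as did cpg-2 from 862 to 736 and cpg-1 from 799 to 631, while perm-4 rose from 2225 to 3443 and perm-2 from 1552 to 2098, so a change within the tissues, the extract itself included, may account for part of it.

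Fold changes with the 2 extracts had a correlation of 0.403. The same sign with both was found in 48.9% of genes, against 66.7% in simulations of unchanged groups and 41.3% to 51.4% over the control splits. This share depends on where the scaling sets 0, as the median of all genes was -0.09 with C. chinensis and 0.07 with E. ulmoides, against 0.06 and -0.07 without further scaling. Sharing the DMSO libraries gives a correlation without any treatment effect (0.502 on average in simulations of unchanged groups), so the covariance was used, which was 0.0471 against a simulated mean of 0.0117. With the DMSO libraries split between the comparisons, the covariance was lowest at 0.00367 and highest at 0.0669 over 20 splits, above 0 in each. Such a split keeps the noise of a single control library out of one of the comparisons. The splits reuse the same libraries and are not independent of each other. A deviation common to all DMSO libraries would stay in every split, so shared controls as the whole source are left open. Responses common to both extracts are a possible explanation that was not tested further.

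Fewer genes were called with E. ulmoides than with C. chinensis. With every library thinned to equal depth, C. chinensis gave 16 times as many called genes as E. ulmoides, which argues against a difference in library depth. A difference in the strength of the extracts at the same dose remains open and was not tested, since 1 dose of each was sequenced.

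Each count was set against 100 splits of the same libraries into groups of the same sizes, the real one included. The real split was the only 1 with a count as large for genes higher with C. chinensis (2322, highest other 1208). The same held for genes higher (153, highest other 1) and lower (15, highest other 1) with E. ulmoides. It also held for genes higher and lower in the direct comparison (1809 and 1314, highest other 758 for each). With 100 splits, chance is made unlikely for these counts and is not excluded. For genes higher and lower with both extracts the real split was also the only 1 (145, highest other 0, and 2, highest other 1). Other splits of the E. ulmoides and DMSO libraries called at most 1 gene in either direction, so an overlap near 0 is what other splits give, and these counts say little about the overlap itself. For genes lower with C. chinensis 6 splits gave as many (480, highest other 1208) when the larger direction of each split is taken, which sets increases against decreases. With each split read so that the group with more C. chinensis libraries counts as C. chinensis, the highest other was 89 and no other split gave as many. For the gene list tests 7 splits gave as many lists with C. chinensis (56, highest other 59) and 7 with E. ulmoides (34, highest other 37), so chance is not excluded for their number.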

How the results depend on the processing

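The alternatives chosen after seeing the data were voom on recovered fragments, thinning to equal depth, filter and scaling over 10 libraries alone, the limits of 2 and 0.667 on exp(log2 fold change), and leaving out the 4 deepest libraries. For the named genes, 6956 of 7717 values under the alternatives set at the start kept direction and side of the threshold, 611 fell short of it, 100 passed it, none reversed a call, and 50 changed sign without a call. Under added ones these were 1575 of 1683, 77, 13, 0 and 18. For the gene lists they were 1753 of 1962, 100, 59, 1 and 49, and 350 of 376, 2, 14, 0 and 10. The reversed list was the proteasome subunits with E. ulmoides, at -0.011 by quantile normalization (adjusted p = 0.486). Where no reason is given below, the cause was not tested.

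The log2 fold change of far-3 with C. chinensis kept its call in every setting where it was tested, from 4.51 to 5.12, and 4.51 to 4.98 with 1 library left out. The ratios of the mean counts printed in Supplementary Data S10, which carry no test, were 4.79 unscaled and 4.28 scaled. The separation of the libraries, main ratio 2.30, ranged from 1.62 to 3.73, and from 2.12 to 2.38 with 1 library left out. Genes higher with C. chinensis stayed within 1.5 times 2322 except without a fold limit (4145), and were 2100 to 2441 with 1 library left out.

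Genes lower with C. chinensis (480) were 125 without further scaling, 314 with median-of-ratios scaling, 854 by quantile normalization, 83 at a mean FPKM of at least 5, 803 with a block by code number, 838 without the 4 deepest libraries, 5106 without a fold limit and 2147 with either set of limits on exp(log2 fold change), and 325 to 661 with 1 library left out.

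Genes higher with E. ulmoides (153) were 20, 78 and 32 under those scalings in that order, 3 with no filter (more genes tested), 19 at a mean FPKM of at least 5, 73 with a block by replicate, 3 with a block by code number, 46 by voom, 79 over 10 libraries alone, 0 by the exact Wilcoxon test, 643 without a fold limit and 252 with the limits on exp(log2 fold change). With 1 library left out they were 55 to 216, with 55 without DMSO replicate 1, 97 without DMSO replicate 3, and 86, 101 and 92 without E. ulmoides replicates 1, 2 and 4. The Wilcoxon p cannot be under 0.0079.

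Genes lower with E. ulmoides (15) were 25 without further scaling, 9 by quantile normalization, 3 with no filter, 9 at a mean FPKM of at least 5, 27 with only the 10 libraries in the fit, 3 with a block by code number, 25 by voom, 24 over 10 libraries alone, 0 by the Wilcoxon test, 46 without a fold limit and 35 with either set of limits on exp(log2 fold change), and 9 to 18 with 1 library left out, 9 without E. ulmoides replicate 5.

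In C. chinensis against E. ulmoides, genes higher (1809) were 3827 without further scaling, 4038 without a fold limit and 3078 with limits on exp(log2 fold change), and 1555 to 1978 with 1 library left out. Genes lower (1314) were 84, 677 and 723 under the 3 scalings, 132 at a mean FPKM of at least 5, 733 over 10 libraries alone, 5194 without a fold limit and 3284 with either set of limits on exp(log2 fold change), and 1025 to 1601 with 1 library left out.

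Genes higher with both extracts (145) were 19, 73 and 27 under the 3 scalings, 3 with no filter, 19 at a mean FPKM of at least 5, 67 with a block by replicate, 3 with a block by code number, 42 by voom, 73 over 10 libraries alone, 0 by the Wilcoxon test, 288 without a fold limit, 234 with limits of 1.5 and 0.667 on exp(log2 fold change), 96 with limits of 2 and 0.667, and a median of 72.5 with the controls split. With 1 library left out they were 48 to 204, 48 without DMSO replicate 1, 92 without DMSO replicate 3, and 77, 94 and 86 without E. ulmoides replicates 1, 2 and 4.

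Genes lower with both extracts (2) were 0, 1 and 4 under the 3 scalings, 1 at a pseudocount of 1, 1 with no filter, 0 at a mean FPKM of at least 5, 6 with only the 10 libraries in the fit, 1 with a block by code number, 4 by voom, 1 without the 4 deepest libraries, 0 by the Wilcoxon test, 14 without a fold limit, 7 with either set of limits on exp(log2 fold change), and a median of 1 with the controls split. With 1 library left out they were 1 to 4, 4 without DMSO replicate 2 and 1 without E. ulmoides replicate 3 or 5.

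With an estimated correlation, 0 gene list tests passed by camera in either comparison (56 with C. chinensis and 34 with E. ulmoides at the preset one). With a block by code number 16 passed with E. ulmoides. With 1 library left out they were 54 to 60 and 31 to 35. Replicate numbers gave no sign of pairing. Correlations of same-number libraries, taken on each library's deviations from its group mean, ranged from -0.245 to 0.061, none over 0.1. Over 6 voom settings per comparison, chosen after seeing the data, at the stated fold limits, C. chinensis gave 2156 to 3117 genes higher and 261 to 1182 lower, and E. ulmoides 30 to 116 and 19 to 48. Depth limited the counts little, as thinning kept every count within 1.5 times.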

Differences from the paper's values

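A count is taken to differ where one value is over 1.5 times the other, or where 1 of them is 0, and a log2 value where the signs differ or the gap is over the larger SD of the libraries. A value that does not differ by this rule need not equal the paper's. Of 91 values compared, 17 differ. For the 20 genes of Table 1 none differs once the scale is matched, although gaps remain, as for aptf-4, a decrease of 1.48 in the paper and 1.06 here on the same scale. The paper's printed log2 fold changes lie close to the log2 ratio divided by ln2, by a test chosen after seeing them, so values here are given on that scale too where they are compared. The far-3 gene, for example, is at 4.74 here and 6.84 on the paper's scale.

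If the paper's fold limit acts on its printed folds, it acts on a smaller ratio of expression. The counts below may then stand at unlike limits. The paper's count of genes lower with C. chinensis is 911, against 480 here at the paper's stated thresholds. Of the alternatives set before the data were examined, it does not differ by quantile normalization (854), without a filter (614), with a block by code number (803), or without DMSO replicate 2 (620) or C. chinensis replicate 4 (661), and differs under the others. The paper's count lower with E. ulmoides is 182, against 15 here, and differs under all alternatives. The nearest counts, chosen after seeing the values and still differing, were from 3 voom settings with only the 10 libraries in the fit and the limits on exp(log2 fold change), which gave 103 or slightly more. The paper's count lower with both is 29, against 2 here, and differs under all alternatives.

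From Fig. 1f, read by eye, about 14 genes were higher only with E. ulmoides, against 8 here. This does not differ with only the 10 libraries in the fit (12), with the limits on exp(log2 fold change) (12) or without DMSO replicate 2 (18), and differs under the others. From Fig. 1g, read by eye, about 880 were lower only with C. chinensis, against 478 here, not differing by quantile normalization (850), without a filter (613), with a block by code number (802), or without DMSO replicate 2 (616), DMSO replicate 3 (593), C. chinensis replicate 2 (603) or C. chinensis replicate 4 (659). From the same panel, about 150 were lower only with E. ulmoides, against 13 here, and this differs under all alternatives.

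The paper's count of proteolysis genes higher with E. ulmoides is 14, and 6 of those listed in Supplementary Data S11 were called here. No alternative was run for this count. In Fig. S6, read by eye, daf-21 with E. ulmoides is at about -0.2, against 0.23 here on the paper's scale, which does not differ by quantile normalization (-0.10) and differs under the others.

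For the families of Table 2 with C. chinensis, the paper has 1 nhr gene lower and here 0 by limma, not differing with a block by code number (1). It has 17 col genes higher and here 29, not differing at a mean FPKM of at least 5 (15), and 1 col gene lower and here 0 by limma, not differing without DMSO replicate 2 or 3 (1 each). The others differ.

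For the same families with E. ulmoides, the paper has 3 ttr genes lower and here 0 by limma, not differing without further scaling, without a fold limit or with the limits on exp(log2 fold change) (2 each). It has 6 col genes higher and here 2, not differing with only the 10 libraries in the fit (4). It has 1 fbxa gene higher and here 0 by limma, not differing at a pseudocount of 0.1, without a fold limit, with the limits on exp(log2 fold change) or without DMSO replicate 2 (1 each). It has 4 fbxa genes lower and here 0 by limma, differing under all alternatives. It has 0 fipr genes lower and here 1, not differing under 15 of 23 alternatives. It has 3 ugt genes higher and here 1, not differing at a pseudocount of 0.1, without a fold limit, with the limits on exp(log2 fold change), or without DMSO replicate 2 or E. ulmoides replicate 5 (2 each). The others differ.

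The paper ranks far-3 as the gene with the strongest increase with C. chinensis, and here spp-9 (5.05) is above it. The paper counts hsp-70 as higher with both extracts and mec-12 as higher with C. chinensis, and counts mtl-1 as higher with E. ulmoides. Here hsp-70 passes the adjusted p with each extract but not the fold limit. With C. chinensis it is called without further scaling (0.69), with median-of-ratios scaling (0.59), at a pseudocount of 0.1 (0.61), without C. chinensis replicate 1 (0.61) or 2 (0.62), by voom (0.59, chosen after seeing the values), and without a fold limit or with limits on exp(log2 fold change), and with E. ulmoides only under those last 2. The mec-12 gene is called with C. chinensis without further scaling (0.70), with median-of-ratios scaling (0.61), at a pseudocount of 0.1 (0.66), with a block by code number (0.60), without DMSO replicate 2 (0.60) or 4 (0.66), without C. chinensis replicate 3 or 4 (0.63 each), without a fold limit or with limits on exp(log2 fold change), and, chosen after seeing the values, by voom (0.64), without the 4 deepest libraries (0.66) and over 10 libraries alone (0.59). The mtl-1 gene with E. ulmoides is called with only the 10 libraries in the fit (0.59).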

Other observations

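The test of the log base below was chosen after the values had been seen.

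The printed log2 fold changes of Supplementary Data S10 were larger than those fitted here. Over 2179 genes, the slope of the printed values on the log2 ratios of the recovered fragments was 1.441 (Pearson r = 1.0), against 1/ln2 = 1.443, which is consistent with a log2 ratio divided once more by ln2. Only a part of the paper's lists of genes was used here, 1895 higher and 311 lower with C. chinensis. The printed fold of these genes is at least 2.00 for higher genes and at most 0.667 for lower ones, values that may come from the part used, and equals 2 to the power of the printed log2 fold change. A fold limit applied to these printed values would act on a smaller ratio of expression than its number states.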
